# Molecular adaptation of *Lactobacillus plantarum* WCFS1 to gallic acid revealed by genome-scale transcriptomic signature and physiological analysis

**DOI:** 10.1186/s12934-015-0345-y

**Published:** 2015-10-09

**Authors:** Inés Reverón, Blanca de las Rivas, Ruth Matesanz, Rosario Muñoz, Félix López de Felipe

**Keywords:** Transcriptomics, Gallic acid, *Lactobacillus plantarum*, Pyrogallol

## Abstract

**Background:**

Gallic acid (GA) is a model hydroxybenzoic acid that occurs esterified in the lignocellulosic biomass of higher plants. GA displays relevant biological activities including anticancer properties. Owing to its antimicrobial and cellulase-inhibiting activities, GA also imposes constraints to the fermentability of lignocellulosic hydrolysates. In depth-knowledge of the mechanisms used by tolerant microorganisms to adapt to hydroxybenzoic acids would be a step forward to improve the bioavailability of GA or select/engineer production hosts with improved metabolic traits for the bioconversion of pretreated lignocellulosic biomass.

**Results:**

Whole genome transcriptional profiling using DNA microarrays was used to characterize the molecular response of *Lactobacillus plantarum* WCFS1 to GA. Expression levels of 14 and 40 genes were differentially regulated at 1.5 and 15 mM GA, respectively. The transcriptomic analysis identified a marked induction of genes with confirmed or related roles to gastrointestinal survival, the repression of genes coding for certain ABC-type transporters and modulation of genes involved in the control of intracellular ammonia levels, among other responses. Most notably, a core set of genes dedicated to produce GA from polyphenols (*tanB*_*Lp*_), decarboxylate GA to pyrogallol (*lpdB*, *lpdC* and *lpdD*) and transport functions (*lp_2943*) was highly overexpressed at both GA concentrations. Correspondingly, resting cells of strain WCFS1 induced by GA, but not their non-induced controls, produced pyrogallol. Gene expression and organization of genes involved in GA metabolism suggested a chemiosmotic mechanism of energy generation. Resting cells of *L. plantarum* induced by GA generated a membrane potential and a pH gradient across the membrane immediately upon addition of GA. Altogether, transcriptome profiling correlated with physiological observations indicating that a proton motive force could be generated during GA metabolism as a result of electrogenic GA uptake coupled with proton consumption by the intracellular gallate decarboxylase.

**Conclusions:**

The combination of transcriptome and physiological analyses revealed versatile molecular mechanisms involved in the adaptation of *L. plantarum* to GA. These data provide a platform to improve the survival of *Lactobacillus* in the gut. Our data may also guide the selection/engineering of microorganisms that better tolerate phenolic inhibitors present in pretreated lignocellulosic feedstocks.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12934-015-0345-y) contains supplementary material, which is available to authorized users.

## Background

Edible plants are the main sources of dietary phenolic acids, particularly hydroxycinnamic and hydroxybenzoic acids, which are micronutrients with significant biological properties. Gallic acid (GA) is a model hydroxybenzoic acid widely distributed in edible plants and occurs in several legumes, fruits, vegetables, nuts and beverages of plant origin [1]. GA displays relevant biological activities including anti-inflammatory [2] or antiviral ones [3] and has attracted interest because of its reported anticancer properties in animal and in vitro studies (reviewed in [4]). In the context of symbiosis with human host, the gut microbiota has evolved biochemical pathways for the bioactivation/degradation of dietary polyphenols [5]. Hence, the bioaccesibility and health effects of GA depend on the activity of the subset of gut microbes that resist the anti-bacterial activity reported for tannins [6] and GA itself [3]. Therefore, a better understanding of the tolerance of gut microbiota to these health-relevant compounds will be a step forward to improve the persistence of beneficial microorganisms in the intestine.

In addition to its significant biological activities, the GA esterified in the lignocellulosic biomass can be released during the pretreatment required for the efficient industrial uses of cellulosic materials by microorganisms [7]. On account of its anti-microbial activity [6] [3], released GA and tannins (precursors of GA) have inhibitory effects on these microorganisms. In addition, these compounds are phenolic inhibitors of enzymes used for cellulose hydrolysis to produce ethanol [8] and consequently impose constraints to the fermentability of lignocellulosic hydrolysates. Therefore, in depth-knowledge of the mechanisms used by microorganisms to overcome the toxicity of hydroxybenzoic acids is of interest to assist in the selection and/or engineering of production hosts with improved metabolic traits for the bioconversion of lignocellulosic biomass.

Lactobacilli are suitable model microorganisms to study resistance mechanisms to phenolic acids as they display higher tolerance to phenolic compounds than other bacterial groups [9]. In fact, some *Lactobacillus* ssp. have been chosen as models to obtain datasets of specific expression profiles in response to model hydroxycinnamic acids such as ferulic [10] and *p*-coumaric acids [11]. Regarding the hydroxybenzoic acids, a proteomic approach revealed some of the molecular adaptive responses to the GA precursor, tannic acid [12]. Among the molecular mechanisms used to persist under tannic acid-stress *Lactobacillus plantarum* relies on tannase (tannin acyl hydrolase) [13], an enzyme that transform the gallate esters of tannins into GA and glucose. Recently, the elusive gallate decarboxylase activity (GDC), which decarboxylates GA to yield pyrogallol (PG) as final product of tannin metabolism, has been uncovered in *L. plantarum* WCFS1 [14]. Despite this crucial advance in the understanding of GA metabolism, knowledge on how gut microorganisms respond to hydroxybenzoic acids is not completely understood.

To provide insight into the microbial mechanisms involved in the tolerance to hydroxybenzoic acids, the current work describes the molecular adaptive responses of the model bacterium *L*. *plantarum* WCFS1 to GA as studied by whole-genome transcription profiling. Based on this transcriptional analysis, several mechanisms involved in the response to GA are proposed. The main response identified by the transcriptional datasets, the GA-inducible catabolism of GA to PG, was corroborated by specific metabolic analysis. The transcriptome-based results and the organization of genes involved in GA decarboxylation pointed towards a chemiosmotic mechanism of energy generation associated to GA metabolism, which was experimentally supported by membrane potential and internal pH measurements.

## Results

### Global transcriptomic responses during adaptation to GA

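The response of *L. plantarum* WCFS1, a lactic acid bacterium, to 15 mM GA was read on 3 oligonucleotide microarrays, each carrying RNA of cells exposed to GA for 10 min in 1 colour and RNA of untreated control cells in the other. The arrays of 1.5 mM GA were not analysed here. The labels call the 3 arrays biological replicates; the paper's methods describe more paired cultures than arrays, and whether RNA of several cultures was pooled is not given in the sources used here. On replicate 1 GA was labelled with HyPer5 (red) and the control with Cy3 (green), and on replicates 2 and 3 the dyes were swapped, so that a dye effect does not cancel in the mean of the 3 arrays. Without replicate 1, the ratios hold any dye effect in full. With a dye term in the fit, replicate 1 alone stands for its orientation and the spread comes from replicates 2 and 3 only. The authors deposited the scanner output of every array and a table of their own comparison per spot. Each array held 15208 spots for 3046 genes and 536 control spots. The median signal over local background ranged from 24.7 to 50.4 across the 6 channels and no gene spot was saturated. The number of arrays limits the precision. Spots that the extraction software marked as outliers, which were 16.3%, 6.68% and 10.9% of the gene spots of replicates 1, 2 and 3, were left out. The mean signals were corrected for local background (normexp) and normalized within each array (loess), and log2 ratios of GA over control were averaged over the spots of a probe and then over the probes of a gene. Each gene was tested with limma over the 3 arrays, with Benjamini-Hochberg adjustment over 3045 genes; a gene was called higher or lower at an adjusted p under 0.05 and a fold change of at least 1.5. Across genes, which are not independent replicates, Pearson's r of the log2 ratios was 0.93 between replicates 2 and 3, 0.21 between replicates 1 and 2 and 0.18 between replicates 1 and 3. Without the genes of Table S1 these were 0.90, -0.25 and -0.24 across 2959 genes.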

To investigate the adaptive response of *L*. *plantarum* WCFS1 to GA, the transcriptomic profile of *L. plantarum* WCFS1 was defined in cells exponentially growing in medium devoid of GA after 10 min of exposure to 1.5 or 15 mM of this compound. The time of exposure was chosen considering the short half-life of mRNAs reported for genes involved in stress responses induced by phenolic acids in *L. plantarum* [15]. The concentrations of GA used (1.5 and 15 mM GA) cover a range which could be representative of the amounts of GA present in the diet, provided that an estimated dietary intake of ≈6 mmol (1 g) GA/day has been reported by some authors [16].

The impact of GA on the transcriptomic profile of *L. plantarum* WCFS1 was evaluated by sorting all genes whose transcript level showed changes (log_2_ratio) of at least ±1.5 (*p* < 0.05). 

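In terms of the log2 ratio, 10 genes rose and 5 fell by at least 1.5 with an adjusted p under 0.05 from limma. The genes that rose were those of the gallate decarboxylase (*lpdB*, *lpdC* and *lpdD*), the ion transporter gene *lp_2943*, the surface protein gene *lp_2940*, the tannase gene *lp_2956*, the regulator genes *lp_0274* and *lp_1948*, the membrane protein gene *lp_1949* and the oxidoreductase gene *lp_1424*. The genes that fell were *amtB*, the ABC transporter genes *lp_2739* and *lp_2740*, the regulator gene *lp_2742* and *glmS1*.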

Overall, 14 genes were significantly differentially expressed at 1.5 mM GA whereas 40 transcripts were affected at 15 mM GA (15 upregulated and 25 downregulated). 

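Cells exposed to 15 mM GA had 11 transcripts higher and 8 lower than their controls, and each of these differed by more than 2-fold. All 11 genes that rose and 7 of the 8 that fell are genes that the paper lists for 15 mM GA. The exception was *lp_2531*, which the paper does not list. At an unadjusted p under 0.05 with a fold change of at least 1.5, 38 genes were higher and 89 lower. Simulated arrays held a dye component as large as the difference between replicate 1 and the other arrays. That difference may also hold one between the cultures. Of 50 genes at each fold, 4% of those changed 1.5-fold, 60% of those changed 2-fold and 98% of those changed 4-fold were called. The counts depended on the arrays used: 159 genes were higher and 271 lower without replicate 1, 12 and 6 without replicate 2, and 6 and 3 without replicate 3. With a term for the dye orientation in the fit, 29 genes were higher and 77 lower, by the spread between replicates 2 and 3 only. Those arrays share a dye orientation, so that the counts without replicate 1 include any dye effect.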

The differentially expressed genes, functionally distributed according to their Clusters of Orthologous Groups (COGs) categories, are shown (http://www.ncbi.nlm.nih.gov/COG/ and ftp://ftp.ncbi.nih.gov/pub/COG/COG2014/static/lists/listCOGs.html) (Additional file 1: Table S1). 

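Of the 40 genes of Table S1 at 15 mM GA, 38 had a log2 ratio of the sign given by the study, including all 15 upregulated genes and 23 of the 25 downregulated genes. Over all genes tested 18 of them were called, 11 higher and 7 lower, and adjusted over the list alone 14 were higher and 23 lower; the study chose this list on these arrays, so that the latter counts are not independent evidence. In nucleotide metabolism, *purA* (*lp_3270*), which codes for adenylosuccinate synthase of the pathway to AMP, fell by 1.25 on the log2 scale (SD 0.15, n = 3, limma adjusted p = 0.0306, but 0.0756 without replicate 2 and 0.274 without replicate 3). Its neighbour *guaC* (*lp_3271*), for GMP reductase, had a log2 ratio of -1.27 (SD 0.33, adjusted p = 0.0724) and was not called. Both genes passed when adjusted over the list of purine genes alone. That list holds only these 2 genes, which the study chose on these arrays, so that this is not independent evidence. The phosphate transport genes *pstC* (*lp_0748*) and *pstD* (*lp_0747*) had log2 ratios of -1.07 (adjusted p = 0.110) and -1.06 (adjusted p = 0.0569), lower on 3 of 3 arrays. The membrane protein gene *lp_1949* rose 2.90-fold (log2 ratio 1.54, SD 0.13; adjusted p = 0.0137, but 0.100 without replicate 3). The membrane protein gene *lp_1590* had a log2 ratio of 0.58 (SD 0.13, adjusted p = 0.189), and with the marked spots kept 1 of its 3 probes had 1.55 against 0.01 and 0.20 for the others, of whose readings 44.4% were well above background. With only probes well above background it was 2.92-fold higher. The ATPase subunit gene *atpC* (*lp_2363*) had a log2 ratio of 0.12 (SD 1.17, adjusted p = 0.923), with -1.22 on replicate 1 and 0.98 and 0.59 on replicates 2 and 3. Its mean was below 0, at -0.22, with a dye term. Without replicate 1 the mean was 0.78 and *atpC* was called higher (adjusted p = 0.00156). Only 1 of its 3 probes had a value on replicates 2 and 3. On replicate 1 that probe was at -0.78 and the others at -1.70 and -1.16, so that the arrays average different probes.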

The induction of global stress responses was not detected in the transcriptome analysis. In addition, no downregulation of genes coding for ribosomal proteins or translation factors or associated with transcription was evident (Additional file 1: Table S1), indicating that the stringent response was not triggered by GA.

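The heat shock genes measured here differed little between GA-treated and control cells. The chaperonin gene *groEL* (*lp_0728*) had a log2 ratio of 0.38 (95% confidence interval 0.06 to 0.70, SD 0.20, n = 3) and the small heat shock protein gene *hsp1* (*lp_0129*) of 0.43 (0.06 to 0.80, SD 0.27), higher on 3 of 3 arrays each. Neither was called by limma, with adjusted p of 0.363 and 0.368, and adjusted over the list alone both passed the p threshold, but neither reached a fold change of 1.5. Without replicate 1, *hsp1* was at 0.59 with an adjusted p of 0.00110. These 2 genes are those heat shock genes that could be named, since the names of genes were taken from the paper's tables; the other genes of stress responses were not analysed here.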

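The ribosomal protein genes *rplB* (*lp_1036*) and *rpsK* (*lp_1061*) had log2 ratios of -0.77 (SD 1.65, n = 3) and -0.86 (SD 0.70), and neither was called lower (limma adjusted p = 0.635 and 0.376). For *rplB* the ratio was 1.11 on replicate 1, -1.43 on replicate 3 and lower still on replicate 2. For *rpsK* it was -0.05, -1.28 and -1.25. By the paper's RT-qPCR the log2 ratio of *rplB* was -0.67. Without replicate 1, *rplB* was at -1.71 (adjusted p = 0.000248) and *rpsK* at -1.26 (adjusted p = 8.9e-05), and with a dye term *rpsK* was at -0.66 (adjusted p = 0.000724) and *rplB* at -0.30 (adjusted p = 0.0882). Of the genes of transcription, *rpoB* (*lp_1021*, RNA polymerase subunit beta) had a log2 ratio of -0.52 (SD 0.48, adjusted p = 0.411), which was -0.79 without replicate 1 (adjusted p = 0.000546). The sigma factor gene *rpoD* (*lp_1962*) was at 0.15 (SD 0.46, adjusted p = 0.778), and at -0.023 without replicate 2. Translation factors could not be named and were not analysed here.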

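All 7 genes of the overexpressed core set of the paper were higher in cells exposed to 15 mM GA. The transcript of *lp_2940*, for a surface protein anchored in the cell wall, was 15.3-fold higher (log2 ratio 3.93, SD 0.16, n = 2, limma adjusted p = 0.0109), with no value on replicate 1, where its spots were marked as outliers. The tannase gene *lp_2956*, whose enzyme releases GA from tannins, was 8.21-fold higher (log2 ratio 3.04, SD 0.47, n = 3; adjusted p = 0.0126). The TetR family regulator gene *lp_0274*, which lies beside *lpdB* and *lpdD* by its locus tag, was 4.16-fold higher (log2 ratio 2.06, SD 0.25, n = 3; adjusted p = 0.0126, but 0.0530 without replicate 3). The other members were *lpdB*, *lpdC* and *lpdD* of the gallate decarboxylase and *lp_2943* for an ion transporter. Over the 6 genes with a value on all 3 arrays, all but *lp_2940*, the mean log2 ratio was 5.28 on replicate 1, where it includes a probe of *lpdC* with a control near background, 4.62 on replicate 2 and 4.61 on replicate 3. All 7 genes were also called when adjusted over the list alone. As a set these 6 genes stood above other genes in limma's camera test (adjusted p = 1.1e-15), although not with an estimated correlation (adjusted p = 0.0771). The study chose this list on these arrays, so that it is not independent evidence of its direction.

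**Figure D1:**
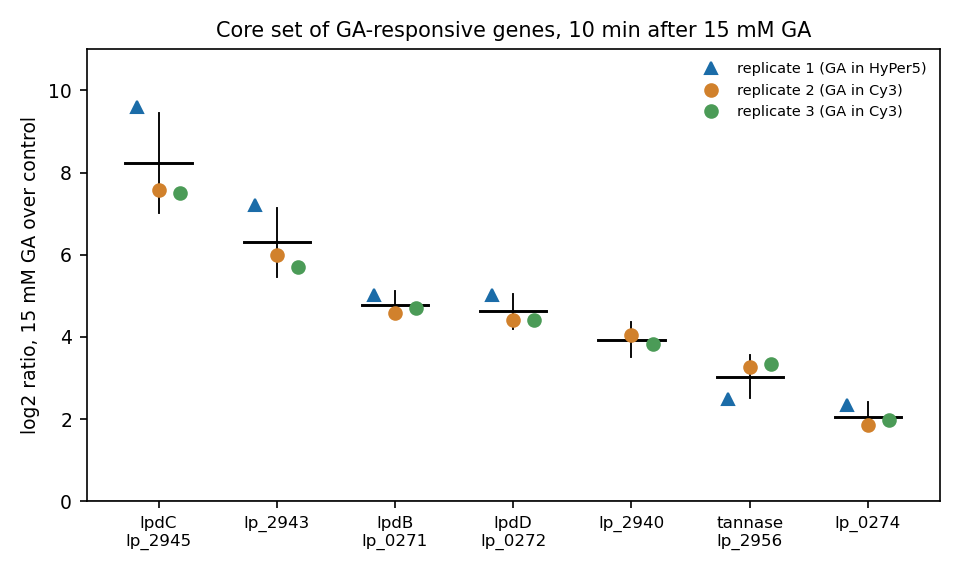
Log2 ratio of 15 mM GA over untreated control for the 7 genes of the core set. Points are single arrays (triangles, GA in HyPer5; circles, GA in Cy3), horizontal lines are means over arrays and vertical lines are 95% confidence intervals from limma. The lowest point is 1.86, of *lp_0274* on replicate 2, and *lp_2940* has no value on replicate 1.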

A core set of genes, including *lpdB* (*lp_0271*), *lpdD* (*lp_0272*), *lpdC* (*lp_2945*), *lp_2943* (ion transporter), *lp_2956* (*tanB*_*Lp*_) (tannase), *lp_2940* (surface protein which has been reportedly demonstrated to play a key role in the persistence and survival of *L. plantarum* WCFS1 in the GI-tract of mice [17]) and *lp_0274* (transcriptional regulator), were highly overexpressed (Additional file 1: Table S1). In addition, the gene *amtB* (NH_4_^+^ transport protein involved in regulation of nitrogen metabolism) was downregulated. These genes were considered as the pivotal response to GA, as their expression showed the same trend and was roughly conserved at both GA concentrations.

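The transcript of *amtB* (*lp_0349*), the ammonium transport protein gene, fell by 2.72 on the log2 scale (SD 0.24, n = 3, limma adjusted p = 0.00798), a level 6.60-fold lower than in the controls. Its log2 ratio was -2.87, -2.85 and -2.45 on the 3 arrays, and *amtB* remained called when any of them was left out.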

Beside this response, other responses involving the carbohydrate and nitrogen metabolisms were observed at 15 mM GA. At this higher GA concentration several *L. plantarum* genes coding for ABC-type transporters were significantly downregulated (see below), whereas only two genes putatively involved in stress response pathways were upregulated (Additional file 1: Table S1). In addition, some regulatory networks were activated. These and other variations in the transcriptomic response of *L. plantarum* to GA are detailed in the following sections.

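Of 9 genes for parts of ABC transporters in the paper's tables, 3 were lower with 15 mM GA, none was higher and 6 did not pass the test over all genes; adjusted over the list alone, 8 were lower and 1 was higher. The 3 lower genes, *lp_2739*, *lp_2740* and *lp_2743*, lie in the same cluster. The other members belong to glutamine transport (*lp_0802* and *lp_0803*), phosphate transport (*pstC* and *pstD*), the same cluster (*lp_2744*) and glutamine or histidine binding (*glnH2*, *lp_2312*), the member with a ratio above 0. The mean log2 ratio over the list was -1.22, and the 8 members with a value on all 3 arrays, all but *lp_0802*, lay below other genes in camera (adjusted p = 5.6e-09), although not with an estimated correlation (adjusted p = 0.0771). The members were chosen by the study on these arrays and are not independent evidence of the direction of ABC transporters in general.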

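Of the list of genes with transcription regulator as their product, 3 could be named, and at 15 mM GA 2 were called higher and 1 lower. The repressor gene *glnR*, whose product has another name, is not in this list and was not called. The transcription regulator gene *lp_1948* rose 3.12-fold (log2 ratio 1.64, SD 0.14, n = 3, limma adjusted p = 0.0126, but 0.0878 without replicate 3). The regulator gene *lp_0274* was higher as well, and *lp_2742*, of the GntR family, was lower. The mean log2 ratio over the 3 genes was 0.68, and camera placed the set above other genes (adjusted p = 0.0436), but not with an estimated correlation (adjusted p = 0.199) nor with a dye term (adjusted p = 0.115). Since the paper's tables supplied the members, their count is not independent evidence.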

### Correlation between gene expression, GA metabolism and the generation of a proton motive force

#### GA-mediated induction of genes associated with the transport and metabolism of GA

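The genes of the gallate decarboxylase were among the 4 with the largest rise at 15 mM GA. The transcript of *lpdC* (*lp_2945*), the catalytic subunit, was 299-fold higher (log2 ratio 8.22, 95% confidence interval 7.01 to 9.44, SD 1.18, n = 3, limma adjusted p = 0.00892). The size of this fold depended on replicate 1, without which it was 186, against 374 and 384 without replicates 2 and 3. In the control of replicate 1, 0 of the 16 spots of 1 of its 3 probes were well above background, and the log2 ratio of 11.01 of that probe is over a control near background. The other probes had a mean log2 ratio of 7.97 (SD 0.79), a level 251-fold higher. That of *lpdB* (*lp_0271*) was 27.3-fold higher (log2 ratio 4.77, 4.43 to 5.11, SD 0.23; adjusted p = 0.00226). That of *lpdD* (*lp_0272*) was 24.7-fold higher (log2 ratio 4.62, 4.19 to 5.06, SD 0.35; adjusted p = 0.00383). The intervals of *lpdB* and *lpdD* overlap, and both lie below that of *lpdC* and below its ratio without replicate 1 (7.54).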

The GA-responsive genes most strongly upregulated in this study code for LpdC (*lp_2945*) (272.1-fold induction at 15 mM GA), LpdB (*lp_0271*) (26.3-fold induction at 15 mM GA) and LpdD (*lp_0272*) (24.0-fold induction at 15 mM GA). These are the three subunits of the recently uncovered intracellular gallate decarboxylase (GDC) of *L. plantarum* WCFS1 [14] which decarboxylates GA into PG. 

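The transcript of *lp_2943*, which codes for a cation transport protein, was 78.9-fold higher at 15 mM GA (log2 ratio 6.30, 95% confidence interval 5.46 to 7.15, SD 0.80, n = 3, limma adjusted p = 0.00798). In the control of replicate 1, 8 of the 17 spots of 1 of its 3 probes were well above background, and the other probes had a mean log2 ratio of 6.20 (SD 1.00). Its interval lies above that of *lpdB* and overlaps that of *lpdC*.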

The second most upregulated gene upon exposure to GA, *lp_2943* (73-fold induction at 15 mM GA), was the sole gene in this study displaying homology with genes coding transporters of the IT (ion transporter) superfamily, which suggest the involvement of the *lp_2943* product in GA transport. This transcript profile strongly suggests that the presence of GA is required to induce the transport of GA and its intracellular decarboxylation to PG.

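On each array the genes of GA transport and decarboxylation were far above their controls. The log2 ratio of *lpdC* was 9.59 on replicate 1 and 7.58 and 7.50 on replicates 2 and 3, the first including a probe with a control near background, and that of *lp_2943* was 7.21, 5.99 and 5.70. The ratios of *lpdB* were 5.02, 4.59 and 4.70. These genes and *lpdD* remained called when any of the arrays was left out. From the rise of the decarboxylase genes and of the gene of the ion transporter in cells grown without GA and then exposed to it, the paper proposes that GA has to be present to induce its own uptake and its decarboxylation to PG inside the cell.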

#### Correlation between GA metabolism and transcriptome profiles

To investigate whether the overexpression of genes associated to GA metabolism correlated with changes in its anticipated phenotype (gallate decarboxylase activity), PG production (end product of GA metabolism) was tracked in resting cells prepared from GA-induced and non-induced cultures. As shown in Fig. 1, only resting cells prepared from GA-induced cultures (left panel) of *L. plantarum*, but not from non-induced cultures (right panel), were able to decarboxylate GA to PG. These PG production patterns reveal a specific transcriptome to phenotype association and validate the correlation between overexpression of genes coding for the GDC (*lpdB, lpdC* and *lpdD*) and its predicted phenotype. Location of the GDC in the cytoplasm [14] and the use of resting cells in the assays, instead of cell-free extracts, show that GA is transported into the cell and PG extruded to the external milieu. The rates of GA conversion and PG production were measured by HPLC and could only be calculated in the experiments using resting cells prepared from GA-induced cultures. The GA was decarboxylated by these cells at a rate of 0.011 mmol l^−1^ min^−1^, which was commensurate with a PG production rate of 0.012 mmol l^−1^ min^−1^. These data show that decarboxylation of GA to PG is stoichiometric, excluding further PG degradation under our conditions.

**Fig. 1:**
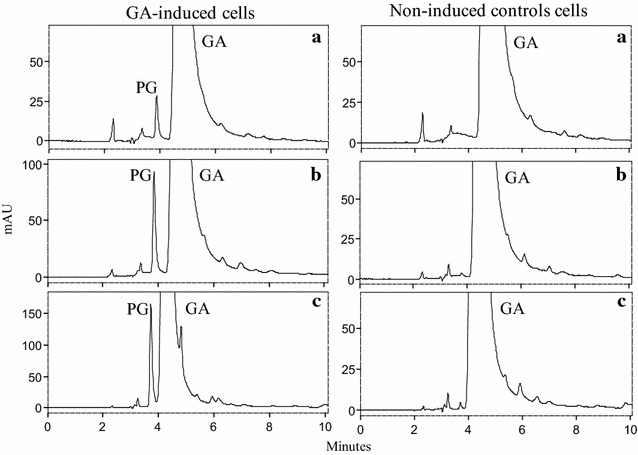
Gallic acid metabolism in resting cells of *L. plantarum*. A concentration of 1.5 mM gallic acid (GA) was added to washed cells of GA-induced *L. plantarum* WCFS1 (*left panel*) or non-induced *L. plantarum* WCFS1 (*right panel*). The GA and PG present in the supernatants after 15 (**a**), 30 (**b**) and 60 (**c**) min of incubation were detected by HPLC analysis

#### Generation of a proton motive force during GA metabolism

The genetic organization displayed by *lp_2943*, which clusters downstream *lp_2945* (catalytic subunit of the GDC activity [14]), resembled that of some decarboxylation pathways built from a precursor/product exchanger and a decarboxylase that are activated to supply chemiosmotic energy by the generation of a proton motive force (PMF) across the membrane [18]. This observation, besides the strong induction of *lp_2943* and genes coding for the GDC mediated by GA, led us to ask whether a PMF was generated during GA metabolism.

To test this hypothesis, the pH gradient across the membrane (∆pH) and the membrane potential (∆Ψ) (the two components of the PMF), were tracked with the fluorescent pH indicator BCECF and the fluorescent probe DiSC_3_, respectively (Fig. 2). GA-induced and non-induced cells resuspended in 50 mM Kpi pH 5.8 buffer displayed a cytoplasmic pH similar to the external pH (Fig. 2a, c). Addition of 1.5 mM GA to GA-induced cells resulted in alkalinization of the cytoplasm and an increase of the transmembrane pH gradient of 0.2 pH units (Fig. 2c). In contrast, non-induced control cells showed almost no change in internal pH (Fig. 2a).

**Fig. 2:**
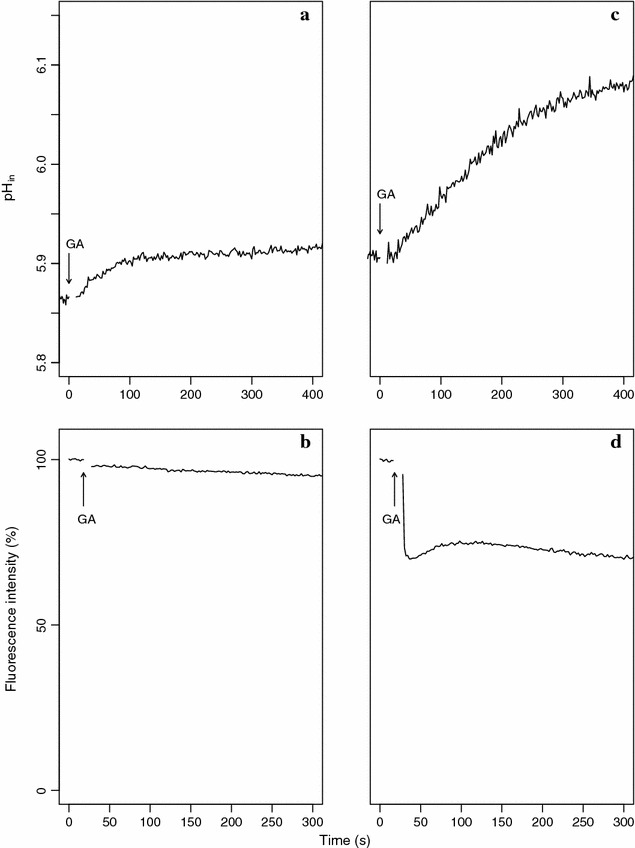
Energetics of gallic acid metabolism in *L. plantarum* WCFS1. The internal pH (**a**, **c**) and the membrane potential (**b**, **d**) of GA-induced cells (**c**, **d**) and non-induced cells (**a**, **b**) were continuously tracked in time. GA (1.5 mM) was added at the times indicated by the *arrows*. Cells were loaded with BCECF as described in “Methods”. Variations in membrane potential were quantitatively evaluated from the quenching of the potentiometric probe DisC_3_

The membrane potential was qualitatively measured with the fluorescent probe DiSC_3_. Variations in the ∆Ψ showed the same trend as those obtained for the transmembrane pH gradient. Thus, addition of 1.5 mM GA only increased the ∆Ψ in resting cells induced with GA (Fig. 2d) while non-induced resting cells did not generate a ∆Ψ upon the same conditions (Fig. 2b).

The experiments show that *L. plantarum* generates a proton motive force during GA transport and metabolism.

### Effects of GA on central metabolic functions

#### Carbohydrate metabolism

Microarray data showed the upregulation (2.0-fold) of genes encoding for glucosamine-6-phosphate deaminase/isomerase (*nagB*), which is involved in *N*-acetyl glucosamine (GlcNAc) utilization. 

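The transcript of *nagB* (*lp_0226*) was 2.04-fold higher with 15 mM GA on average (log2 ratio 1.03, SD 0.15, n = 3), with ratios of 0.86, 1.16 and 1.06 on the 3 arrays. It was not called over all genes (limma adjusted p = 0.0569), and it passed without replicate 1 (adjusted p = 0.000157) and with a dye term (adjusted p = 0.000152).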

GA also induced the transcription of *lp_2954* (~3.0-fold) which, according to LocateP (a genome-scale subcellular-location predictor [19]), codes for a hypothetical membrane protein of unknown function. 

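The transcript of *lp_2954* rose 2.66-fold (log2 ratio 1.41, SD 0.13, n = 3, limma adjusted p = 0.0168), with ratios of 1.31, 1.55 and 1.37 on the 3 arrays. Without replicate 3 its adjusted p was 0.151, with a log2 ratio of 1.43, and with the median over probes it was 0.0649.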

Since the structure of a protein is better conserved than the amino acid sequence during evolution, the putative *lp*_*2954* product was submitted to the Phyre2 modelling server (http://www.sbg.bio.ic.ac.uk/~phyre/) to probe the likely extent of structural similarity to other proteins. This search showed an integral membrane protein EIIC of a PTS system which transports disaccharides with predicted specificity for *N, N´*-diacetylchitobiose ([GlcNAc]_2_), as the best hit of the predicted protein. The *lp_2954* gene coding for this putative PTS transporter lacks the accompanying genes coding for the structural components EIIA and EIIB, suggesting that it is one of the so called “orphan” PTS-EIIC transport components. 

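Of 3 genes of amino sugar metabolism in the paper's tables, 1 was lower over all genes tested; adjusted over the list alone, 1 was higher (*nagB*) and 2 were lower. The gene called lower was *glmS1*, whose enzyme makes glucosamine-6-phosphate from fructose-6-phosphate and glutamine. The other was *cps4D* (*lp_2105*), for a UDP-N-acetylglucosamine 4-epimerase of the capsule genes, with a log2 ratio of -0.89 (SD 0.12, n = 3, limma adjusted p = 0.0675). The members ran both ways, the mean log2 ratio was -0.50, and camera did not place the list apart from other genes (adjusted p = 0.101). The study chose all 3 genes on these arrays, so that neither the counts nor the set test speak for amino sugar genes in general.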

The coincident upregulation of *nagB* and *lp_2954* suggests that GlcNAc utilization is promoted by the presence of GA.

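The genes of ribose use and of the phosphoketolase route had log2 ratios below 0 on every array. The value was -0.97 (SD 0.13, n = 3, limma adjusted p = 0.0583) for *rbsD* (*lp_3659*, D-ribose mutarotase), -0.84 (SD 0.16, adjusted p = 0.0892) for *rbsK1* (*lp_3660*, ribokinase) and -0.96 (SD 0.14, adjusted p = 0.0655) for *xpkA* (*lp_2659*, xylulose-5-phosphate and fructose-6-phosphate phosphoketolase). None of the 3 was called over all genes and all 3 were lower when adjusted over the list alone. As a set they lay below other genes in camera (adjusted p = 1.3e-05), although not with an estimated correlation (adjusted p = 0.0771). The study chose these genes on these arrays, so that neither count is independent evidence. Each of the 3 genes was called lower without replicate 1, with adjusted p of 0.000242, 0.000721 and 0.000272.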

Genes coding for a ribose transport protein (*lp_3659*) and a ribose kinase (*lp_3660*) were downregulated and a gene coding for a phosphoketolase (*lp_2659*), involved in boosting the carbon flow from the pentose phosphate pathway to glycolytic intermediates, was also underexpressed. Furthermore, *lp_3015* encoding for a lytic transglycosidase that hydrolyzes the glycan strands of the cell wall peptidoglycan was downregulated (3.4-fold).

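For *lp_3015* the level was 2.94-fold lower with 15 mM GA on average (log2 ratio -1.56, SD 0.41, n = 3), with ratios of -1.95, -1.60 and -1.13 on the 3 arrays. The gene was not called (limma adjusted p = 0.0675), and it passed without replicate 1 (adjusted p = 0.000353) and without replicate 2 (adjusted p = 0.0270).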

#### Nitrogen metabolism

Microarray data showed the downregulation of *glnR* (*lp_1580*), which codes for a major transcription factor that acts as the global repressor of nitrogen metabolism in *L. plantarum* [20]. 

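The log2 ratio of *glnR* (*lp_1580*) was -0.83 (95% confidence interval -1.12 to -0.53, SD 0.14, n = 3), a level 1.77-fold lower than in the controls and lower on 3 of 3 arrays. The gene was not called over all genes (limma adjusted p = 0.0844) and was called without replicate 1 (adjusted p = 0.000245) and with a dye term (adjusted p = 0.000332).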

Downregulation of *glnR* was accompanied by the concurrent underexpression of genes encoding functions involved in the assimilation and reallocation of nitrogen within the cell. 

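Of the 6 genes that the paper assigns to the GlnR regulon, 1 was lower over all genes tested (*amtB*) and 5 did not pass the test; adjusted over the list alone, all 6 were lower. The mean log2 ratio of the 6 genes was -1.32, and the 5 genes with a value on all 3 arrays, all but *lp_0802*, lay below other genes in camera (adjusted p = 3.7e-08), although not with an estimated correlation (adjusted p = 0.0771). The paper sets these genes, which it lists as lower on these arrays, beside an earlier prediction of the regulon. The members are those lower in the study, so that their count is not independent evidence of the direction of the whole regulon.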

More particularly, genes coding for functions involved in influx and production of glutamine (Gln) and ammonium, i.e. *glnA* (glutamine synthetase), *lp_0822* (glutamine-fructose-6-phosphate transaminase), genes coding for a Gln ABC transporter (*lp_0802* and *lp_0803*), *lp_2830* (aspartate ammonia-lyase which produces fumarate from Asp with the production of ammonium), *amtB* (NH_4_^+^ transport protein), were all downregulated.

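Among the genes of glutamine and ammonium supply, the transcript of *glmS1* (*lp_0822*) fell by 1.65 on the log2 scale (SD 0.17, n = 3, limma adjusted p = 0.0137, but 0.100 without replicate 3). For the others the log2 ratio was below 0 on every array with a value, but the test over all genes was not passed. It was -1.42 (SD 0.26, n = 2; adjusted p = 0.108) for *lp_0802* (*glnPH1*), which rests on 1 of its 3 probes and had no value on replicate 3, and -0.93 (SD 0.04, n = 3; adjusted p = 0.0514) for *lp_0803* (*glnQ1*), of the same glutamine transporter. For glutamine synthetase, *glnA* (*lp_1581*), it was -1.04 (SD 0.42, adjusted p = 0.178), and for aspartate ammonia-lyase (*lp_2830*) the level was 1.99-fold lower (SD of the log2 ratio 0.52, adjusted p = 0.249). On replicates 2 and 3 alone, where a dye effect is not separated from that of GA, all 4 of these genes were called lower, with adjusted p of 0.000347, 0.000224, 0.000222 and 0.000224. For *lp_0802* that call rests on 1 array, which is assumed to vary like the other genes. With marked spots kept, a choice made after the data were seen, *lp_0802*, *lp_0803* and *glnA* were called lower (limma adjusted p = 0.0170, 0.0319 and 0.0265). Leaving such spots out, as in the fit reported, was also outside the design written before the data were examined. The same genes were also called in the authors' deposited table averaged per gene (limma adjusted p = 0.0140, 0.0252 and 0.0222). Neither alternative called *lp_2830*.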

Among the genes involved in nitrogen metabolism, only *glnH* (*lp_2312*) was upregulated. This gene codes for the substrate binding GlnH subunit of a *L. plantarum* putative *glnPQH* ABC transport system. 

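The log2 ratio of *glnH* (*lp_2312*) was 0.93 (SD 0.28, n = 3), a level 1.90-fold higher than in the controls, with 1.25 on replicate 1 and 0.71 and 0.82 on replicates 2 and 3. The value of replicate 1 rests on 1 of its 3 probes, which had 1.25, 1.13 and 1.44 on the 3 arrays. The others had 0.63 and 0.38 on replicate 2 and 0.54 and 0.49 on replicate 3, so that the arrays average different probes. The gene was not called over all genes (limma adjusted p = 0.119) and was called without replicate 1 (adjusted p = 0.000506) and with a dye term (adjusted p = 0.000149).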

According to Interproscan (http://www.ebi.ac.uk/InterProScan), the putative GlnH protein is predicted to contain a domain with similarity to an ionotropic glutamate receptor, suggesting that this ABC transport system could transport glutamate, which is essential for *L. plantarum* growth.

### GA represses the expression of predicted ABC-type transporters

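The 6 genes from *lp_2739* to *lp_2744* had ratios below 0 on all 3 arrays, and 4 of them were called lower at 15 mM GA. The transcript of *lp_2739*, for the ATPase of an ABC transporter, fell by 2.76 on the log2 scale (SD 0.25, n = 3, limma adjusted p = 0.00798), a level 6.76-fold lower. That of *lp_2740*, for its permease, fell by 2.60 (SD 0.29, adjusted p = 0.00892), a level 6.07-fold lower. The GntR family regulator gene *lp_2742* fell by 1.65 (SD 0.37, adjusted p = 0.0498, but 0.177 without replicate 3 and 0.0555 without background correction). The gene *lp_2743*, for the ATPase of another ABC transporter, fell by 1.23 (SD 0.10, adjusted p = 0.0242, but 0.0507 without replicate 2, 0.260 without replicate 3 and 0.353 with the channels of an array unpaired). Its partner *lp_2744*, for the permease, had a log2 ratio of -0.83 (SD 0.01, adjusted p = 0.0663), and the small membrane protein gene *lp_2741* had -1.19 (SD 0.38, adjusted p = 0.104). Both were called lower with a dye term, with adjusted p of 0.000252 and 3.5e-05 from the spread between replicates 2 and 3 only.

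**Figure D2:**
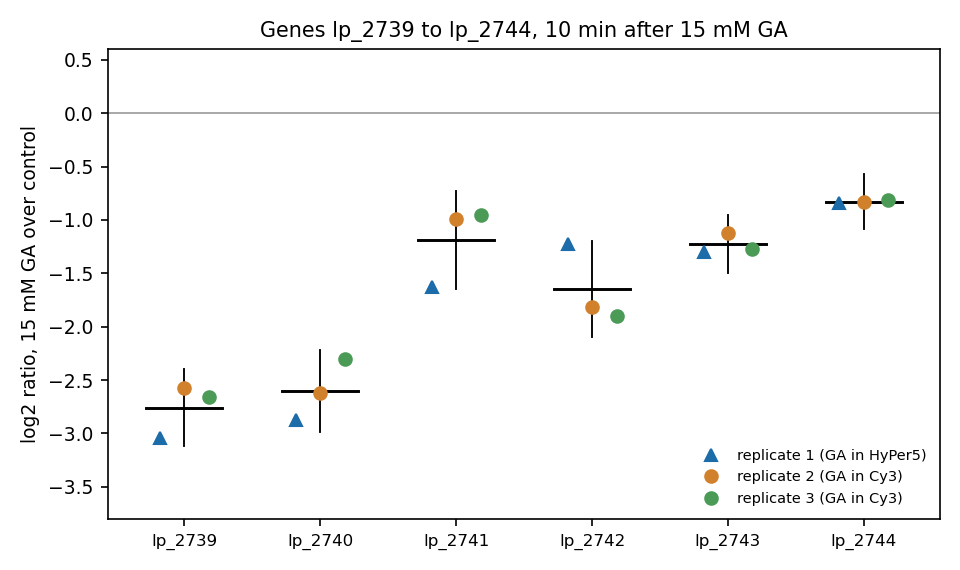
Log2 ratio of 15 mM GA over untreated control for *lp_2739* to *lp_2744* in the order of their locus tags. Points are single arrays (triangles, GA in HyPer5; circles, GA in Cy3), horizontal lines are means over the 3 arrays and vertical lines are 95% confidence intervals from limma. The means run from -2.76 for *lp_2739* to -0.83 for *lp_2744*.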

The adaptive response to GA in *L. plantarum* included the downregulation (2 to 7.2-fold at 15 mM GA) of six clustered genes coding for components of two ABC-type transport systems (*lp_2739*-*lp_2740* and *lp_2743*-*lp_2744*), a putative transcriptional regulator (*lp_2742*) and a small peptide (*lp_2741*). The *lp_2739* and *lp_2743* genes encode the putative ATPases of their respective ABC systems, whereas *lp_2740* and *lp_2744* display transmembrane domains and encode the putative permeases. The ABC transporter encoded by *lp_2739*-*lp_2740* is homologous to the BceAB transport system from *B. subtilis*, which functions as a detoxification pump of peptide antibiotics and antibiotics unrelated to antimicrobial peptides [21].

The predicted *lp_2742* product (123 aa) displays the signatures of YtrA subfamily of the GntR superfamily regulators: a reduced C-terminal domain (which tends to be shorter in this subfamily) with only two α-helices [22]. The regulators of the YtrA subfamily often respond to antibiotic stress [23] and typically modulate the expression of ABC transport systems [22]. Accordingly, the predicted *lp_2743* product is homologous to an ABC component of the YtrA operon from *B. subtilis*, which responds to cell wall antibiotics [23].

### Redox and hydrolase related functions responsive to GA

We noticed the overexpression of two clustered genes, *lp_1424* and *lp_1425*. 

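The transcript of *lp_1424*, for a putative oxidoreductase, rose 3.62-fold (log2 ratio 1.86, SD 0.27, n = 3, limma adjusted p = 0.0168, but 0.0897 without replicate 3). That of *lp_1425*, for a fumarate reductase flavoprotein, was 2.79-fold higher on average (log2 ratio 1.48, SD 0.40) and was not called (adjusted p = 0.0675), with ratios of 1.93, 1.32 and 1.19 on the 3 arrays. It was called without replicate 1 (adjusted p = 0.000116), without replicate 2 (adjusted p = 0.0222) and with a dye term (adjusted p = 1.6e-05).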

The gene *lp_1425* encodes for one of the six redundant copies of the fumarate reductase subunit A (FrdA) from *L. plantarum* WCFS1 [24] and *lp_1424* encodes for a putative NADPH-dependent FMN oxidoreductase, both encoding proteins predicted to be located in the cytoplasm [19]. The best Phyre hits of the putative *lp_1424* product were found with members of the NADH_dh2 family of putative flavin-binding quinone reductases. Fittingly, the predicted *lp_1424* product contains the signature sequence LPVTPEYN*XXXXXX*LKNAID*XX*S typical from the members of this family.

Interestingly, the presence of GA induced a marked decrease (4.1-fold) in *lp_2229* transcripts encoding for a protein with homology to hydrolases of the metallo β-lactamase (MBL) superfamily. 

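The log2 ratio of *lp_2229* was 0.47 (95% confidence interval -0.12 to 1.06, SD 0.53, n = 3, limma adjusted p = 0.447), with 0.01, 0.36 and 1.04 on the 3 arrays, and the gene was not called. Without replicate 1 it was called higher, at 0.70 (adjusted p = 0.00968). The mean was below 0 when the spots marked as outliers were kept, at -0.48 (adjusted p = 0.253), and in the authors' deposited table, at -0.56 (adjusted p = 0.168). The gene has 3 probes: with those spots kept, 1 probe had a log2 ratio of -1.95 and the other two had 0.02 and 0.49, and the probe at -1.95 was marked as an outlier on all 3 arrays. With marked spots left out, the probe at 0.49 had -0.63, 1.07 and 1.04 on the 3 arrays. The probe at 0.02 had 0.64 and -0.35 on replicates 1 and 2 and no value on replicate 3. The rise without replicate 1 therefore comes from 1 of the 3 probes, and the arrays average different probes.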

The predicted *lp_2229* product displays the HXHXDH motif (HYHHDH; residues 59–64) absolutely conserved among all the MBLs [25] and presented the best Phyre hits with Zn-dependent MBL-like hydrolases which use tRNA and mRNA substrates. One of these MBL families, the UlaG family of proteins [26], is functionally specialized to process substrates distinct from nucleic acids.

### Regulatory networks

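Of the 40 genes that the paper lists at 15 mM GA, 22 lay in 9 runs of consecutive locus tags, 8 of them pairs. In each run the genes had ratios of the same sign on every array with a value, and 10 of the 22 genes were called. The pair *lp_0271* and *lp_0272* had log2 ratios of 4.62 to 4.77, the pair *lp_1948* and *lp_1949* of 1.54 to 1.64 and the pair *lp_3270* and *lp_3271* of -1.27 to -1.25. The study chose these genes on the same arrays, so that the count is not independent evidence of shared regulation.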

Some genes involved in the response of *L. plantarum* to GA clustered together or were grouped in operon structures, suggesting co-regulatory relations. 

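The 6 genes that the paper places in the GlnR regulon are the neighbours *lp_1580* and *lp_1581*, the neighbours *lp_0802* and *lp_0803*, and *lp_0349* and *lp_2830*, which lie apart from them by their locus tags. Over the 5 with a value on all 3 arrays, all but *lp_0802*, the mean log2 ratio was -1.09 on replicate 1, -1.38 on replicate 2 and -1.44 on replicate 3. The largest fall among them was that of *lp_0349* (*amtB*), the only member called over all genes; the others lay between -0.83 and -1.42.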

Downregulation of *glnR* (*lp_1580*) coding for GlnR, the master regulator of nitrogen metabolism in *L. plantarum*, was concurrent with the downregulation of *glnA* (*lp_1581*), *ansB* (*lp_2830*), *amtB* (*lp_0349*) and a *glnPHQ* glutamine ABC transport system (*lp_0802* and *lp_0803*) fitting with the previously predicted GlnR regulon architecture [20].

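The genes *lp_2739* to *lp_2744* had a mean log2 ratio of -1.71, with -1.82, -1.66 and -1.65 on the 3 arrays. Over all genes tested 4 of the 6 were lower and 2 did not pass, and all 6 were lower when adjusted over the list alone. The set lay below other genes in camera (adjusted p = 2.1e-11), although not with an estimated correlation (adjusted p = 0.0771). The paper takes the members of this regulon from a database of predicted regulons. It also lists all 6 as lower on these arrays, so that the set test is not independent evidence of their direction. The pair *rbsD* and *rbsK* had log2 ratios of -0.97 and -0.84, below 0 on 3 of 3 arrays, and neither was called.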

Besides GlnR, another GA-responsive regulons of *L. plantarum* were the regulon Lp_2742 (http://regprecise.lbl.gov/RegPrecise/regulon.jsp) encompassing genes *lp_2739* to *lp_2744*, which is predicted to be controlled by the transcription factor encoded by *lp_2742* (GntR family, YtrA subfamily) and the RbsR regulon which encompass *rbsK* (*lp_3660*) and *rbsD* (*lp_3659*) genes.

## Discussion

Here, we have explored the mechanisms of adaptation of *L. plantarum* to GA. Gene expression-wide analyses did not reveal stringent or general stress responses. 

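Of the internal control genes of RT-qPCR in Table S2, 8 were measured on the arrays, and none was called with 15 mM GA in the fit over all 3 arrays. The log2 ratio was 0.28 (SD 0.20, n = 3, limma adjusted p = 0.436) for *recA*, which acts in DNA repair, and -0.16 (SD 0.26, adjusted p = 0.659) for the DNA primase gene *dnaG*. It was -0.17 (SD 0.14, adjusted p = 0.546) for *gyrA* and -0.37 (SD 0.57, adjusted p = 0.549) for *gyrB*, the genes of DNA gyrase. Without replicate 1, 3 of the 8 were called lower, *gyrB* (log2 ratio -0.69, adjusted p = 0.000745), *gapB* and *rpoB*. In 3 simulated arrays with a dye component, most genes changed 1.5-fold were not called. A call also needed a measured fold change of at least 1.5, which such genes can miss with any number of arrays.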

The most striking response to this model hydroxybenzoic acid, the inducible decarboxylation of GA to PG, was revealed by the combination of transcriptome and physiological analyses.

A membrane potential was rapidly generated by *L. plantarum* upon addition of GA, but it was only observed in resting cells obtained from cultures induced with GA. Hence, the observed ∆Ψ could only be associated to a (transport) function induced by GA, given the membrane potential is formed by a transporter during substrate uptake. Since *lp_2943* was the sole gene coding for an ion transporter induced by GA, its pronounced overexpression strongly suggested the *lp_2943* product was the GA transporter. Typically, transporters involved in PMF-generating decarboxylation pathways function as exchangers of a product that is structurally similar to and more positively charged than the precursor [18], as it is the case for GA (single charged anion) and PG (uncharged). Further, our results indicated that PG production is intimately linked to ∆Ψ generation, as both processes could only be observed in resting cells induced by GA. Considering the above, we propose that the observed membrane potential was generated by an electrogenic GA/PG exchange catalysed by the *lp_2943* product which would translocate a net negative charge from the medium to the cytoplasm. Similarly to the membrane potential, the transmembrane pH gradient component of the PMF was only observed in GA-induced cells. This result correlates with the robust induction of the GDC-encoding genes by GA and the GA-inducible nature of PG production. Therefore, these results strongly suggested that the transmembrane pH gradient was generated by proton consumption in the GDC step of the pathway. Altogether, gene organization and transcriptome profiling correlated with physiological data indicating that a PMF was generated by GA decarboxylation and electrogenic transport of GA (most probably in exchange with the decarboxylated product, PG). The proposed PMF-generating system (comprised of *lp_2943* and the GDC-encoding genes) (Fig. 3) can be considered as a new mechanism of energy generation in lactobacilli, which would be analogous to known PMF-generating systems of bacteria consisting of a precursor/product exchanger and a decarboxylase. Some examples of these energy-generating decarboxylation pathways are the malolactic fermentation by some lactic acid bacteria, the decarboxylation pathway of oxalate to formate by *Oxalobacter formigenes* or the decarboxylation of some amino acids to form biogenic amines (for an excellent review on these and other PMF-generating systems see Sobczak and Lolkema [18]).

**Fig. 3:**
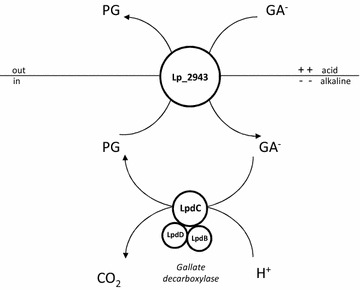
Proposed mechanism of proton motive force generation by gallic acid metabolism in *L. plantarum* WCFS1. *GA* ^*─*^ mono-anionic gallic acid, *PG* pyrogallol

The marked downregulation of genes coding for certain ABC transporters, and its homology-based function prediction related to the response to cell wall drugs, suggests that they could also be involved in the traffic of GA and PG across the membrane, especially as it has been reported that these transporters are usually stress-responsive proteins extruding a wide range of drugs [27]. A gene (*lp_2229*) coding for a putative MBL-like hydrolase homologous to the UlaG family, which uses tRNA and mRNA substrates, was notably downregulated. The UlaG family is poorly characterized, but it has been suggested that the ancestral RNase fold of this protein had been subjected to extensive modifications in order to acquire new catalytic activities which appear to be very diverse in bacteria [28]. For example, UlaG is a MBL-like hydrolase that has been functionally specialized to act in the cytoplasm as l-ascorbate 6-phosphate lactonase involved in l-ascorbate metabolism [28]. The emergence of these novel metabolic functions, coupled with the fact that LP_2229 is predicted to be located in the cytoplasm (according to LocateP), could provide a rationale for the functional specialization of the *lp_2229* product to hydrolyse the aromatic ring of GA, although this remains to be proven. If these were the functions of the MBL-like hydrolase and the downregulated ABC-transporters, the observed adaptation (downregulation) could be directed to preserve GA availability and integrity in order to foster the PMF-generating effects linked to the GA metabolism mentioned above.

The induction of genes coding for redox related functions, such as *lp_1424* and *lp_1425*, would be expected since GA is a quinol and it tends to autoxidize and/or undergo vicarious reduction by cellular one-electron reducers [29] thus generating highly oxygen reactive semiquinones. According to its intracellular location and predicted functions, the GA-mediated induction of the gene pair *lp_1424*/*lp_1425* could be targeted to activating one-step reduction of intracellular quinols to its corresponding quinone (*lp_1424*) and vice versa (*lp_1425*). If active, this redox cycle would preempt the autoxidation and/or vicarious reduction of quinols that, such as *p*-coumaric and gallic acids, have been transported into the cytoplasm. In support of this hypothesis, the *lp_1424*/*lp_1425* gene pair was also previously shown to be strongly induced by *p*-coumaric acid stress [11].

The transcriptional analysis also identified the differential expression of genes involved in nitrogen metabolism. Beyond the response observed at 1.5 mM GA, which only affected the *amtB* gene, transcriptional changes related to nitrogen metabolism were expanded to genes of the GlnR regulon at a higher GA concentration (15 mM). The concurrent downregulation of *glnR* (coding for the GlnR repressor) and the genes encompassing the GlnR regulon indicates that GlnR-mediated regulation in *L. plantarum* occurs in a similar manner to that of *Bacillus subtilis* [20]. Supporting this hypothesis the *L. plantarum* GlnR and glutamine synthetase (GlnA) encoding genes are organized, like in *B. subtilis*, as *glnRA* operon. In *B. subtilis* GlnR represses the transcription of the *glnRA* operon (negative autoregulation) [30]. In this bacterium the presence of the feed-back inhibited glutamine synthase promotes GlnR dimerization (activation) and increases the affinity of GlnR for the binding site thus acting as a chaperone which stabilizes the GlnR-DNA complexes [31]. The downregulation of genes encompassing the GlnR regulon, fits with the recently proposed role of GlnR: to prevent the influx, and simultaneously limit the intracellular production, of ammonia and glutamine [20]. In addition, the downregulation of genes involved in ribose transport (*lp_3660* (transporter)) and utilization (*lp_3659* (kinase)) is probably related to the tight control of ammonia levels, as ribose catabolism is closely linked to nucleoside metabolism. Thus, purine biosynthesis from ribose 5-P contributes to regenerate 2-ketoglutarate which is interconverted with glutamine and glutamate in central metabolic conversions to assimilate and re-distribute nitrogen within the cell [32]. This tight control of ammonia levels avoids diffusion of ammonia out of the cell and ensures sufficient biosynthetic nitrogen assimilation flux required for growth [33]. The fact that GA act as a signal to accumulate nitrogen could be related with the low nutrient availability encountered in plants, the natural habitat of *L. plantarum*. In fact, ammonium efflux is limited in *L. plantarum* under conditions of extremely low growth mimicking that encountered in plant environments [32].

The insights on the molecular adaptive responses of *L. plantarum* to GA revealed by the transcriptional datasets identified a marked induction of functions dedicated to metabolize tannic acid and GA, two phenolic compounds with antimicrobial activity and potent inhibitory effects towards cellulases [8]. This knowledge may be used to guide the design of improved detoxification pretreatments of cellulosic hydrolysates by selection/engineering of production hosts well suited to remove these fermentation inhibitors.

Interestingly, genes encoding functions involved in the adaptation of *L. plantarum* to the GI-tract conditions, such as *lp_2940* and *lp_2956* (tannase), were highly overexpressed by GA. The crucial role played by *lp_2940* in the persistence and survival of *L. plantarum* WCFS1 in the GI-tract has been already reported [34], albeit the molecular mechanism involved in this function remains to be elucidated. Regarding tannase, it may confer advantages to microbes to persist in the GI-tract as tannins display antimicrobial activity [35] and reduce the species richness in the gut [36]. Other responses to GA related to an increased survival of *L. plantarum* in the GI-tract include the induction of genes involved in GlcNAc utilization, which is part of the human intestinal mucus glycoproteins and can be used as carbon source by *Lactobacillus,* particularly under bile stress [37]. Altogether, these expression profiles indicate that contact with GA could improve the persistence of *L. plantarum* in the GI-tract. This hypothesis is in line with the accumulating evidence that the response of *L. plantarum* to some dietary polyphenol provides crossprotection against gastrointestinal stress [11–13]. Further, the induction by GA of genes required for tannin and GA metabolism provides valuable information to develop strategies aimed at increasing the bioactivity and health effects of these metabolites. For instance, tannase has been recently observed as an underlying function of the microbiota that selectively colonizes colorectal cancer tissues [38]. Considering the anti-carcinogenic roles displayed by GA and PG (end products of tannin metabolism), successful strategies could be designed to kill colorectal cancer cells, more in view of the strong GA-mediated up-regulation of genes required for tannin and GA metabolism observed in this study.

## Conclusions

This report expands our insight into the molecular mechanisms underlying the response of *Lactobacillus* to hydroxybenzoic acids. The transcriptome signature of GA response coincided with physiological analyses to show that the GA catabolic pathway required induction by the substrate (GA), and that the energetic consequence of GA metabolism in *L. plantarum* was the generation of a proton motive force (PMF). Expression profiling at genome scale provided insights on how GA operates globally suggesting that it acts as a signal to trigger versatile responses including nitrogen storage, tannin metabolism or GlcNAc utilization. The ability of *L. plantarum* to synthesize energy from GA in the form of PMF and the GA-mediated induction of nitrogen storage, utilization of carbon sources such as GlcNAc (which is used in the GI-tract under bile stress) or tannins (which exerts antimicrobial properties on intestinal bacteria), potentially confer competitive advantages to this microorganism in the GI-tract where nutrients are not in constant supply. This view is supported by the GA-mediated induction of genes playing a crucial role in the survival in the GI-tract. The strong GA-mediated induction of tannase and the enzymes involved in the GA catabolic pathway, highlight the ability of some lactic acid bacteria to better tolerate phenolic inhibitors that are present in pretreated lignocellulosic feedstocks, and further support the suggested potential of these microorganisms to become cell factories for the efficient conversion of cellulosic biomass [39].

## Methods

### Bacterial strain and culture conditions

*Lactobacillus plantarum* WCFS1 kindly provided by Dr. Michiel Kleerebezem (NIZO Food Research, The Netherlands) was grown in Man-Rogosa-Sharpe (MRS) broth (Difco Laboratories, Madrid, Spain) [40] at 30 °C without shaking. This strain is a colony isolate of *L. plantarum* NCIMB 8826, which was isolated from human saliva. It survives the passage through the human stomach [41] and persists in the digestive tract of mice and humans better than other *Lactobacillus* spp. isolated from the human intestine [42]. GA (Sigma) stock solution (200 mM) was prepared in MRS. Appropriate dilutions were used to adjust GA final concentration to 1.5 or 15 mM in MRS.

### RNA extraction

Twelve paired independent *L. plantarum* WCFS1 batch cultures (50 mL each) were grown in MRS lacking GA to an OD_660_ ≈ 0.8–0.9. Then a culture of each pair (twelve cultures) was induced with GA to bring their final concentration to 1.5 mM or 15 mM (twelve biological replicates per each GA concentration). The induced cells and their corresponding controls were centrifuged at 4 °C after 10 min of exposure to this phenolic acid. The pellet was mixed with 2 mL of quenching buffer (60 % methanol, 66.7 mM HEPES, pH 6.5, −40 °C). Following quenching, the cells were centrifuged at 9000×*g* for 10 min at −10 °C and suspended in an extraction mixture (500 μL 1:4 chloroform-acid phenol, 30 μL of 10 % SDS, 30 μL Na-acetate 3 M pH 5.2, 400 μL Tris–EDTA buffer [10 mM Tris(hydroxymethyl)amino methane, 1 mM EDTA] pH 7.4, 15 mg of polyvinylpoly-pyrrolidone, and 500 mg of glass beads (ϕ, 75–150 μm). The cells were broken under frozen conditions in a FastPrep™ Fp120 (SAVANT) using three treatments of 5000 rpm for 40 s and chilled 1 min between cycles. The suspension was then centrifuged at 4 °C at 10,000×*g* for 2 min. After two extractions with 500 μL of chloroform the supernatant containing the RNA was immediately frozen in liquid nitrogen, and stored at −80 °C [43]. NanoDrop ND1000 instrument was used for RNA quantification. The A_260_/A_280_ and A_260_/A_230_ ratios were measured to check RNA purity. Integrity and quality of RNA samples were determined by electrophoresis on agarose gels. Two treatments with DNase I (Ambion) were applied and the absence of genomic DNA was confirmed by PCR [43].

### Microarray: cDNA synthesis, purification and hybridization

Before first-strand cDNA synthesis, RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies). Fluorescently labelled cDNA was obtained by using the SuperScript Indirect cDNA Labeling System (Invitrogen). After, the Cy3 and HyPer5 fluorescent dyes (Amersham Biosciences) were coupled to the aminoallyl-modified first-strand cDNA, and purification of probes was carried out with the CyScribe GFX Purification Kit. Labeling efficiency was assessed using a NanoDrop ND1000 spectrophotometer. Preparation of probes and hybridization at 65 °C during 17 h was performed as described on the Two-Color Microarray Based Gene Expression Analysis Manual (Quick Amp Labeling) with Tecan HS Pro Hybridization (V. 5.7/Agilent Technologies). Slide *L. plantarum* WCFS1 8x15 K microarray GE Agilent G2509F Oligo Microarrays (No. 026636) was custom designed and contains 60-mer probes that were taken at the gene expression omnibus database (GEO Accession No.GPL5874). The oligo-microarray contained an average of three probes per transcript.

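On the arrays analysed here 9023 probes represented 3046 genes, with a median of 3 probes per gene and exactly 3 for 2966 genes. Some probes were spotted more than once. Of the genes, 2997 had a value on 3 arrays, 38 on 2 arrays and 10 on 1 array after spots marked as outliers were left out. Probes of a gene gave more alike values for the mean of the dye orientations than for the difference between them: the intraclass correlation over probes was 0.638 for the mean and 0.339 for the difference.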

### Real-time quantitative RT-PCR assays (qRT-PCR)

Real-time qRT-PCR was used to validate the microarray data. Amplification was carried out using a 7500 Fast System (Applied Biosystems). RNA was reverse transcribed using High Capacity cDNA Reverse Transcription Kits (Applied Biosystems). The specific primers used for the qRT-PCR assays are listed (see Additional file 2: Table S2). The SYBR Green method was used and each assay was performed in triplicate using SYBR Green real-time PCR Master Mix (Applied Biosystems). Amplification was initiated at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Control PCRs were included to confirm the absence of primer dimer formation (no-template control), and to verify that there was no DNA contamination (without RT enzyme negative control). All real-time PCR assays amplified a single product as determined by melting curve analysis and by electrophoresis. A standard curve was plotted with cycle threshold (Ct) values obtained from amplification of known quantities of cDNAs and used to determine the efficiency (E) as E = 10^−1/slope^. The expression levels of target genes were normalized. The Bestkeeper analysis [44] was applied, and the geometric mean of the most stably expressed housekeeping genes (16S rRNA*, ldhD, gapB, dnaG,* and *gyrA*) was used as a normalization factor. 

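The log2 ratios of the arrays analysed here followed the RT-qPCR ratios of the paper's Table S3 across its 11 genes, with Pearson's r of 0.994 and Spearman's rho of 0.991 (permutation test, two-sided, p = 1e-05 each, the smallest that the resamples can give). The genes are not independent replicates, and 1 relation was computed. Without *lpdC* and *lpdB*, the genes farthest from the median on the array axis, r was 0.986. The regression of RT-qPCR on array ratios had a slope of 1.01, an intercept of -0.10 and an R2 of 0.988. The array log2 ratio was -0.18 (SD 0.17, n = 3) for the amino acid transport gene *lp_2799*. It was -0.28 (SD 0.65) for *gapB* and -0.07 (SD 0.25) for *ldhD*, which the study also used to normalize the RT-qPCR. Without replicate 1, *gapB* was at -0.66 and called lower (limma adjusted p = 0.000974) and *ldhD* was at 0.07. For tannase the array log2 ratio exceeded the paper's RT-qPCR value by 0.82, the largest gap among the genes.

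**Figure D3:**
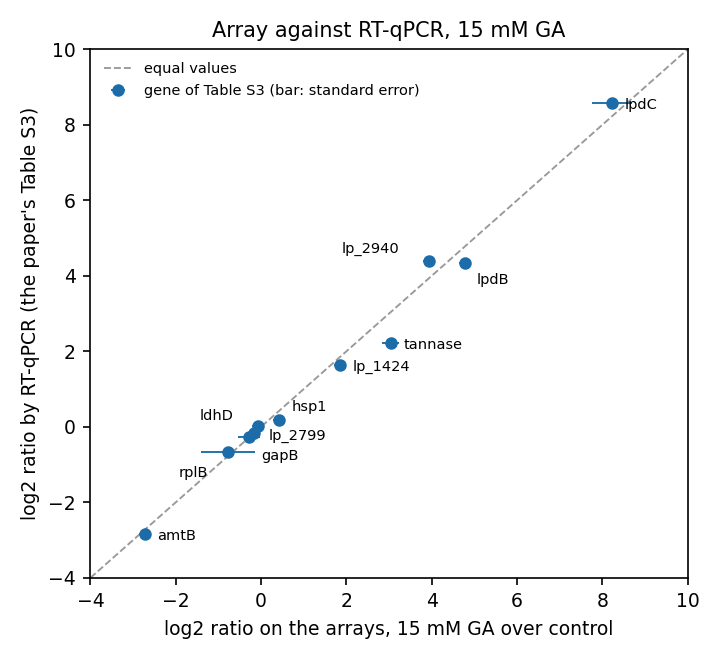
Log2 ratio of 15 mM GA over control on the arrays, with the standard error from limma as a horizontal bar, against the paper's RT-qPCR log2 ratio for the 11 genes of Table S3. The dashed line marks equal values; *lpdC* lies highest and *amtB* lowest on both axes.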

The expression ratios measured by microarrays and by qRT-PCR assay were plotted, and the linear correlation coefficient was calculated (y = 0.973x + 0.107; R^2^ = 0.97) (see Additional file 3: Table S3).

### Data analysis

Images were captured with a GenePix 4000B (Axon) and spots quantified using GenPix software (Axon). Background correction and normalization of expression data were performed using the methods normexp and loess in LIMMA, respectively [45]. The expected False Discovery Rate (FDR) was controlled to be less than 5 %. 

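At an unadjusted p under 0.05 from limma 377 genes differed at 15 mM GA. With a fold change of at least 1.5 as well, the genes of Table S1 among them were 14 of the 15 upregulated and 23 of the 25 downregulated ones. With a fold change of at least 2 at the same p, 15 genes were higher and 23 lower.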

Genes were considered differentially expressed when nominal *p* values were <0.05 and had a fold change (FC) equal or higher than ±1.5. FC was calculated as the average of the fold change between significantly regulated probes. 

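When limma was run per probe and the fold change of a gene was averaged over its probes with an unadjusted p under 0.05, 119 genes were higher and 239 lower by at least 1.5-fold. In the authors' deposited table 320 spots of 39 genes had an FDR up to 0.05, 15 genes with a mean change above the control and 24 with one below it, and all 39 are in Table S1. For 38 of these genes the mean fold change over those spots differed from the value in Table S1 by at most 0.02 of that value. For 12 genes of Table S1 that mean rests on 1 spot. The gene of Table S1 with no such spot in the authors' deposited table is *glnR*.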

Hybridizations and statistical analysis were performed by the Genomics Facility at Centro Nacional de Biotecnología, CSIC, Spain.

### Microarray data accession number

The microarray data provided in this study have been deposited in NCBI Gene Expression Omnibus [46] genomics data repository and are accessible through GEO Series accession numbers GSE56997 and GSE63728.

### Pyrogallol production by resting cells

To prepare resting cells, cultures of *L. plantarum* WCFS1 were grown in MRS medium at 30 °C to an OD_660_ ≈ 0.3. Cultures were then supplemented with 1.5 mM GA (final concentration) and cultures devoid of GA were used as controls. The GA-induced cultures and their non-induced controls continued to grow at 30 °C to mid-exponential phase (OD_660_ ≈ 0.6) and then centrifuged at 4 °C for 10 min at 3000 rpm. The cells were washed twice with 50 mM potassium phosphate buffer pH 5.8 and resuspended in the same buffer at 4 °C.

The assay for pyrogallol (PG) production was carried out with 1.5 ml of resting cells resuspended to an OD_660_ of 1.5 in 50 mM potassium phosphate buffer pH 5.8. Prior to assays the resting cells were incubated at 30 °C for 10 min. The assay was initiated at time zero with the addition of 1.5 mM GA. Aliquots of 250 µl were removed at fixed time intervals (every 15 or 30 min) and immediately centrifuged for 0.5 min at 14,000 rpm. The supernatant was stored on ice until further analysis by high-performance liquid chromatography (HPLC).

### HPLC analysis

Phenolic compounds were extracted from the supernatants by a standard protocol, involving two extraction steps with one-third of the reaction mixture volume of ethyl acetate. The samples were then analyzed by high-pressure liquid chromatography (HPLC) with a diode array detector. A Thermo chromatograph (Thermo Electron Corporation, Waltham, MA) equipped with a P400 SpectraSystem pump, an AS3000 autosampler, and a UV6000LP photodiode array detector was used. A gradient of solvent A (water and acetic acid, 98:2, vol/vol) and solvent B (water, acetonitrile, and acetic acid, 78:20:2, vol/vol/vol) was applied to a reversed-phase Nova-pack C18 cartridge (25 cm by 4.0 mm [inner diameter]; particle size, 4.6 μm) at room temperature as follows: 0–55 min, 0–80 % solvent B, linear, 1.1 ml/min; 55–57 min, 80–90 % solvent B, linear, 1.2 ml/min; 57–70 min, 90–95 % solvent B, isocratic, 1.2 ml/min; 70–80 min, 95–100 % solvent B, linear, 1.2 ml/min; 80–90 min, 100 % linear, 1.2 ml/min; 100–120 min, washing with methanol 1.0 ml/min; and reequilibration of the column under initial gradient conditions. Detection was performed by scanning from 220 to 380 nm. Samples were injected onto the cartridge in duplicate, after being filtered through a 0.45-μm-pore-size polyvinylidene difluoride filter. The identification of phenolic compounds was carried out by comparing the retention times and spectral data of each peak with those of standards from commercial suppliers. GA and PG concentrations were estimated from the peak areas of the recorded chromatograms according to the “Integration Timed Events and Calibration Finnigan ChromQuestTM 4.2 Data System” software (CHROM-97202; Thermo Electron Corporation-2005).

### Measurement of internal pH (∆pH) and membrane potential (∆Ψ)

The components of the proton motive force were measured as previously described [47]. GA-induced and non-induced resting cells were prepared as described above (when the culture reached an OD_660_ ≈ 0.6) but resuspended at high densities, as outlined below. The internal pH was measured by loading resting cells of *L. plantarum* with the soluble fluorescent pH indicator 2′,7′-bis-(2-carboxyethyl)-5-(and 6)-carboxyfluorescein (BCECF) (Invitrogen Molecular Probes) as previously described [44]. Briefly, 20 µL of resting cells suspended at high density (containing aprox. 50 mg/ml of protein) in 50 mM potassium phosphate (Kpi) buffer pH 5.8 were mixed with 1 µL of a 10 mM BCECF solution and 2.5 µL of 0.5 N HCl and the mixture was incubated 5 min at room temperature to load BCECF. Then the acid shock was stopped by addition of 1 mL of 50 mM Kpi buffer pH 5.8. The BCECF-loaded cells were washed 3 times with 50 mM Kpi buffer pH 5.8, resuspended in 200 µL of the same buffer and kept on ice until use. Fluorescence measurements were performed in 1-cm cuvettes containing 3 mL of 50 mM KPi pH 5.8 buffer equilibrated at 30 °C and 10 µL of BCECF-loaded cells. The mixture in the cuvette was stirred with a magnetic stirring bar. Fluorescence was measured using excitation and emission wavelengths of 502 and 525 nm with slit widths of 4 and 15 nm, respectively. The fluorescence signal was sampled every second in a Fluorolog-3 spectrofluorimeter (Jobin–Yvon-Spex). Opening of the measurement compartment caused loss of data during the first 5–6 s after an addition to the cuvette was made. The internal pH was calculated as described previously [48].

Membrane potential was measured qualitatively with the fluorescent probe 3,3′-dipropylthiocarbocyanine iodide (DiSC_3_) (Invitrogen Molecular Probes) [49]. Increases in electrical potential across the membrane correlate with decreases in fluorescence intensity. A volume of 10 µL of resting cells (OD_660_ ≈ 6 in 50 mM KPi pH 5.8), was added to 3 mL of the same buffer. DiSC_3_ was added from a stock solution to a final concentration of 2 µM to the cuvette containing the cells in 50 mM KPi pH 5.8 buffer. The system was left to equilibrate for 10 min at 30 °C. Fluorescence measurements were performed using excitation and emission wavelengths of 500 and 705 nm, respectively, and slit widths of 8 nm.

## Additional file

10.1186/s12934-015-0345-y *Lactobacillus plantarum* WCFS1 genes with differential expression in presence of gallic acid.
10.1186/s12934-015-0345-y Oligonucleotides used in this study for qRT-PCR analysis.
10.1186/s12934-015-0345-y RT-qPCR validation of nine differentially expressed genes according to microarray data. Linear regression fit analysis was applied and correlation coefficient used for validate the data (y = 0.973x + 0.107; R^2^ = 0.97).

# Supplementary material for: Molecular adaptation of Lactobacillus plantarum WCFS1 to gallic acid revealed by genome-scale transcriptomic signature and physiological analysis
**Source:** Microb Cell Fact. 2015 Oct 9;14:160. doi: 10.1186/s12934-015-0345-y
**Supplement:** Supplementary file 1 — 10.1186/s12934-015-0345-y Lactobacillus plantarum WCFS1 genes with differential expression in presence of gallic acid.

Additional file 1. Table S1. *Lactobacillus plantarum* WCFS1 genes with differential expression in presence of gallic acid.

Locus Tag	Locus	Description	COG main functional category	Fold Change ^{a,b}		Subcellular Localization Prediction ^c	Pathway Prediction ^c
				1.5 mM	15 mM		
<i>lp_0226</i>	<i>nagB</i>	glucosamine-6-phosphate isomerase/deaminase	Carbohydrate transport and metabolism		2.03	Intracellular	
<i>lp_0250</i>	-	dihydroorotase	General function prediction only	2.06			
<i>lp_0271</i>	<i>lpdB</i>	aromatic acid carboxylase, subunit B	Coenzyme transport and metabolism	19.61	26.30	Intracellular	
<i>lp_0272</i>	<i>lpdD</i>	aromatic acid carboxylase, subunit D		18.84	23.98	Intracellular	
<i>lp_0274</i>	-	TetR family transcriptional regulator	Transcription	4.43	4.15	Intracellular	
<i>lp_0349</i>	<i>amtB</i>	ammonium transport protein	Inorganic ion transport and metabolism	-3.14	-7.02	Multi-transmembrane	Sec-(SPI)
<i>lp_0728</i>	<i>groEL</i>	GroEL chaperonine	Post-translational modification, protein turnover, and chaperones	-2.14		Intracellular	
<i>lp_0747</i>	<i>pstD</i>	phosphate ABC transporter permease	Inorganic ion transport and metabolism		-2.16	Multi-transmembrane	Sec-(SPI)
<i>lp_0748</i>	<i>pstC</i>	phosphate ABC transporter permease	Inorganic ion transport and metabolism		-2.16	Multi-transmembrane	Sec-(SPI)
<i>lp_0802</i>	<i>glnPH1</i>	glutamine ABC transporter, substrate binding and permease protein	Amino acid transport and metabolism		-3.13	Multi-transmembrane	Sec-(SPI)
<i>lp_0803</i>	<i>glnQ1</i>	glutamine ABC transporter, ATP-binding	Amino acid transport and metabolism	-2.26	-2.20	Intracellular	
<i>lp_0822</i>	<i>glmS1</i>	glutamine-fructose-6-phosphate transaminase	Cell wall/membrane biogenesis		-3.47	Intracellular	
<i>lp_1061</i>	<i>rpsK</i>	30S ribosomal protein S11	Translation		-2.16	Intracellular	
<i>lp_1424</i>	-	oxidoreductase (putative)	General function prediction only		3.44	Intracellular	
<i>lp_1425</i>	-	fumarate reductase, flavoprotein subunit precursor	Energy production and conversion		3.11	Intracellular	
<i>lp_1580</i>	<i>glnR</i>	glutamine synthetase repressor	Transcription		-2.10	Intracellular	
<i>lp_1581</i>	<i>glnA</i>	glutamate--ammonia ligase	Amino acid transport and metabolism		-2.45	Intracellular	
<i>lp_1590</i>	-	integral membrane protein			2.70	Intracellular/TMH start after 60	Possibly Sec-
<i>lp_1948</i>	-	transcription regulator	Transcription		2.90	Intracellular	
<i>lp_1949</i>	-	integral membrane protein			2.78	Multi-transmembrane	Sec-(SPI)
<i>lp_2105</i>	<i>cps4D</i>	UDP N-acetyl glucosamine 4-epimerase, NAD dependent	Multifunctional: Cell envelope biogenesis, outer membrane<br>Carbohydrate transport and metabolism		-2.37	Intracellular	
<i>lp_2229</i>	-	beta-lactamase superfamily metal-dependent hydrolase	General function prediction only		-4.13	Intracellular	
<i>lp_2312</i>	<i>glnH2</i>	glutamine/histidine ABC transporter,	Amino acid transport and metabolism		2.34	Lipid anchored	Sec-(SPII)

		substrate binding protein					
<i>lp_2363</i>	<i>atpC</i>	H(+)-transporting two-sector ATPase, epsilon subunit	Energy production and conversion		-2.90	Intracellular	
<i>lp_2659</i>	<i>xpkA</i>	xylulose-5-P phosphoketolase / fructose-6-P phosphoketolase	Carbohydrate transport and metabolism		-2.35	Intracellular	
<i>lp_2739</i>	-	ABC transporter, ATP-binding protein	Defense mechanisms		-7.25	Intracellular	
<i>lp_2740</i>	-	ABC transporter, permease protein	Secondary metabolites biosynthesis, transport and catabolism		-6.71	Multi-transmembrane	Sec-(SPI)
<i>lp_2741</i>	-	membrane protein			-2.62	Multi-transmembrane	Sec-(SPI)
<i>lp_2742</i>	-	GntR family transcriptional regulator	Transcription		-3.37	Intracellular	
<i>lp_2743</i>	-	ABC transporter ATP-binding protein	Inorganic ion transport and metabolism / Defense mechanisms		-2.67	Intracellular	
<i>lp_2744</i>	-	ABC transporter permease			-2.14	Multi-transmembrane	Sec-(SPI)
<i>lp_2776</i>	<i>dsdA</i>	D-serine dehydratase	Amino acid transport and metabolism	-2.08		Intracellular	
<i>lp_2830</i>	<i>aspA</i>	aspartate ammonia-lyase	Amino acid transport and metabolism		-2.12	Intracellular	
<i>lp_2940</i>	-	cell surface protein precursor, LPXTG-motif cell wall anchor		10.09	14.33	LPxTG Cell-wall anchored	Sec-(SPI)
<i>lp_2943</i>	-	cation transport protein	Inorganic ion transport and metabolism	51.95	73.41	Multi-transmembrane	Sec-(SPI)
<i>lp_2945</i>	<i>lpdC</i>	aromatic acid carboxylase, subunit C	Coenzyme transport and metabolism	108.47	272.09	Intracellular	
<i>lp_2949</i>	-	integral membrane protein		2.03		Multi-transmembrane	Sec-(SPI)
<i>lp_2954</i>	-	membrane protein			2.92	Multi-transmembrane	Sec-(SPI)
<i>lp_2956</i>	<i>tanLpl</i>	tannase (tannin acylhydrolase)	Lipid transport and metabolism	4.24	10.34	Intracellular	
<i>lp_3012</i>	-	oxidoreductase (putative)	Cell wall/membrane/envelope biogenesis / Carbohydrate transport and metabolism	2.49		Intracellular	
<i>lp_3015</i>	-	extracellular protein	Cell wall/membrane biogenesis		-3.43	Secretory(released) (with CS)	Sec-(SPI)
<i>lp_3270</i>	<i>purA</i>	adenylosuccinate synthase	Nucleotide transport and metabolism		-2.96	Intracellular	
<i>lp_3271</i>	<i>guaC</i>	GMP reductase	Nucleotide transport and metabolism		-3.00	Intracellular	
<i>lp_3659</i>	<i>rbsD</i>	D-ribose mutarotase	Carbohydrate transport and metabolism		-2.18	Intracellular	
<i>lp_3660</i>	<i>rbsK1</i>	ribokinase	Carbohydrate transport and metabolism		-2.08	Intracellular	

^a Fold change refers to growth in MRS supplemented with gallic acid 1.5 or 15 mM relative to growth in MRS without supplement

^b FDR $\leq$ 0.05; $p < 0.05$

^c LocateP DataBase (<http://www.cmbi.ru.nl/locatep-db/cgi-bin/locatepdb.py>) CS: CleavageSite; Sec-(SPI): Secretory Pathway I; Sec-(SPII): Secretory Pathway II.

# Supplementary material for: Molecular adaptation of Lactobacillus plantarum WCFS1 to gallic acid revealed by genome-scale transcriptomic signature and physiological analysis
**Source:** Microb Cell Fact. 2015 Oct 9;14:160. doi: 10.1186/s12934-015-0345-y
**Supplement:** Supplementary file 2 — 10.1186/s12934-015-0345-y Oligonucleotides used in this study for qRT-PCR analysis.

Additional file 2. Table S2. Oligonucleotides used in this study for qRT-PCR analysis.

Locus Tag ^a	Locus	Description	Primer sequence (5'→ 3')
<i>lp_0129</i>	<i>hsp1</i>	small heat shock protein	F ^b : TGAGCGTCATACTGGCACCTT<br>R ^c : TCGCCGCAACGTTTGG
<i>lp_0271</i>	<i>lpdB</i>	nonoxidative aromatic acid decarboxylase, subunit B	F: GGAGCGTCCGGTACGATTT<br>R: TGGCCGCTGATGTAACTTTTC
<i>lp_0349</i>	<i>amtB</i>	ammonium transport protein	F: GGCATGGTCGGCAGTATCAT<br>R: TTGTGCGATTAACGGCTTTG
<i>lp_1036</i>	<i>rplB</i>	50S ribosomal protein L2	F: GCAAGGTAAGCGCCCAACT<br>R: CCACCATGAGGGTGATCGTT
<i>lp_1424</i>	-	NADPH-dependent FMN reductase family protein	F: CACTGGTGATGCCAAATATTGAA<br>R: GCCCTGATCATCAAAAGCTTGT
<i>lp_2799</i>	-	amino acid transport protein	F: TCGCAGGTATGGTTCGCAAT<br>R: AACAGAATCCCCATGGCAAA
<i>lp_2940</i>	-	cell surface protein precursor, LPXTG-motif cell wall anchor	F: CCTGACCGGTTTCGAGTGTTAG<br>R: CATCATGGCCCAGAAAATGAC
<i>lp_2945</i>	<i>lpdC</i>	nonoxidative aromatic acid decarboxylase, subunit C	F: GCGGAATCATCCGTTGGA<br>R: ACGAATCGACTTTGGATCATATTG
<i>lp_2956</i>	<i>tanLp1</i>	tannase (tannin acylhydrolase)	F: CAACGGCGCCAATTCTG<br>R: GCCGGTCCTGGCAAATAA
**Housekeeping and others internal control genes**			
<i>lp_0006</i>	<i>gyrB</i>	DNA gyrase, subunit B	F: CCCGGGTGCTGCTAAG<br>R: TTTCCAAGCCACTCTTTTTTCG
<i>lp_0007</i>	<i>gyrA</i>	DNA gyrase, subunit A	F: CCCGACAGCAACGTCTTCA<br>R: GGCAGCTGGCGTTTGT
<i>lp_0789</i>	<i>gapB</i>	glyceraldehyde 3-phosphate dehydrogenase	F: CTGGTGCTGCTAAGGCTCTTG<br>R: TGTGCATGGCCTTGTAATTTACC
<i>lp_1021</i>	<i>rpoB</i>	DNA-directed RNA polymerase subunit beta	F: GGGTGTGCTTCTCGTATGAA<br>R: CAGCCATCCCCAAATGCA
<i>lp_1962</i>	<i>rpoD</i>	RNA polymerase sigma factor RpoD	F: CGGATCCGCCAAATCG<br>R: CGTGATGGGTGGCGTAACTT
<i>lp_1963</i>	<i>dnaG</i>	DNA primase DnaG	F: TCCGGAAGCAGTCGTCAAG<br>R: TCGCCGGCAAGTCAATGT
<i>lp_2057</i>	<i>ldhD</i>	D-lactate dehydrogenase	F: AACC GCGACAATGTTTTGATT<br>R: TTGTGAACGGCAGTTTCAGTGT
<i>lp_2301</i>	<i>recA</i>	recombinase A	F: CGGCGGGCAGAACAGAT<br>R: GATCCGGACACGGTTACCAA
<i>lp_rRNA01</i>	16srRNA	16S ribosomal rRNA	F: GGGTAATCGGCCACATTGG<br>R: CTGCTGCCTCCCGTAGGA

^a Designated gene number for the annotated *L. plantarum* WCFS1 genome^b Forward^c Reverse

# Supplementary material for: Molecular adaptation of Lactobacillus plantarum WCFS1 to gallic acid revealed by genome-scale transcriptomic signature and physiological analysis
**Source:** Microb Cell Fact. 2015 Oct 9;14:160. doi: 10.1186/s12934-015-0345-y
**Supplement:** Supplementary file 3 — 10.1186/s12934-015-0345-y RT-qPCR validation of nine differentially expressed genes according to microarray data. Linear regression fit analysis was applied and correlation coefficient used for validate the data (y = 0.973x + 0.107; R2 = 0.97).

**Additional file 3. Table S3.** RT-qPCR validation of nine differentially expressed genes according to microarray data. 

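Table S3 sets the microarray log2 ratios at 15 mM GA beside those from RT-qPCR, which measures a transcript by reverse transcription and amplification with primers specific for the gene. Its genes include those with a large rise, such as *lpdC*, a repressed gene (*amtB*) and *ldhD*, which the table's note takes as constitutive. Across the table's own columns, the regression of RT-qPCR on array ratios has a slope of 0.974, an intercept of 0.105 and an R2 of 0.966, and without *ldhD* an R2 of 0.978.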

Linear regression fit analysis was applied and correlation coefficient used for validate the data ( $y = 0.973x + 0.107$ ;  $R^2 = 0.97$ )

| Locus Tag      | Locus         | Description                                                  | Expression ratios <sup>a, b</sup> |                      |
|----------------|---------------|--------------------------------------------------------------|-----------------------------------|----------------------|
|                |               |                                                              | Microarray <sup>c</sup>           | RT-qPCR <sup>d</sup> |
| <i>lp_2945</i> | <i>lpdC</i>   | nonoxidative aromatic acid decarboxylase, subunit C          | 8.09                              | 8.58                 |
| <i>lp_0271</i> | <i>lpdB</i>   | nonoxidative aromatic acid decarboxylase, subunit B          | 4.72                              | 4.33                 |
| <i>lp_2940</i> | -             | cell surface protein precursor, LPXTG-motif cell wall anchor | 3.84                              | 4.38                 |
| <i>lp_2956</i> | <i>tanLp1</i> | tannase (tannin acylhydrolase)                               | 3.37                              | 2.22                 |
| <i>lp_1424</i> | -             | NADPH-dependent FMN reductase family protein                 | 1.78                              | 1.64                 |
| <i>lp_0349</i> | <i>amtB</i>   | ammonium transport protein                                   | -2.81                             | -2.84                |
| <i>lp_0129</i> | <i>hsp1</i>   | small heat shock protein                                     | 0.35                              | 0.19                 |
| <i>lp_0789</i> | <i>gapB</i>   | glyceraldehyde 3-phosphate dehydrogenase                     | -0.28                             | -0.27                |
| <i>lp_1036</i> | <i>rplB</i>   | 50S ribosomal protein L2                                     | -1.02                             | -0.67                |
| <i>lp_2799</i> |               | amino acid transport protein                                 | -0.21                             | -0.17                |
| <i>lp_2057</i> | <i>ldhD</i>   | D-lactate dehydrogenase                                      | -1.15                             | 0.01                 |

<sup>a</sup> Genes ratios >1.5 fold changes (either increase or decrease) were statistically significant ( $p < 0.05$ ); except for *ldhD* gene (regarded as a constitutive gene)

<sup>b</sup> values close to zero indicate no change respect to reference genes (*ldhD*, *16SARNr*, *gyrA*, *dnaG*)

<sup>c</sup>  $\log_2$ ratio(M), where ratio(M) = fold change

<sup>d</sup>  $\log_2$  ratios of average fold change

How the deposited data were processed for this re-analysis (not part of the article)

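Transcript levels of *L. plantarum* WCFS1 were compared between cultures exposed to 15 mM GA for 10 min and untreated control cultures on 3 arrays of 2 colours. Whether an array holds RNA of 1 culture or of several per condition is not given in the sources used here. The labels give the dye of each channel: GA was in HyPer5 on 1 array (replicate 1) and in Cy3 on 2 arrays (replicates 2 and 3). All 3 arrays come from 1 slide and 1 scan, so that there was no batch to test, and the dye orientation of replicate 1 is shared by no other array. GA-treated and control cells are paired by the array that carries both, and every ratio is taken within an array. The arrays of 1.5 mM GA, the RT-qPCR runs, the metabolite measurements and the fluorescence measurements were not analysed here.

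The intensity values in the deposited array files are pixel means and medians of each spot and of its local background, as written by Agilent Feature Extraction 10.7.3.1 per the file headers, with no normalization; the methods name another scanner and its software. The same files hold processed intensities, background-subtracted and dye-normalized by that software. The log2 ratios in the authors' deposited table, of GA over control, were made by the authors with limma, and its comment lines name normexp background correction (offset 50), loess within arrays and quantile normalization between arrays; the methods name the former steps and not the latter. The p-values and FDR values in the same deposited table are those of the authors' limma test per spot. Versions of the authors' tools other than the extraction software are not given in the sources used here.

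From the mean signal and the median local background of each spot, ratios were computed anew in R 4.3.3 with limma 3.58.1. Background was corrected by normexp with an offset of 50, fitted on all spots, and ratios were normalized by loess within each array with control spots at weight 0. Spots marked as outliers by the extraction software in either channel were left out, a step that was not part of the design written before the data were examined, and ratios with these spots kept were computed as an alternative. The sign was turned so that GA is the numerator on every array. Spots of a probe were averaged, then probes of a gene. A model with an intercept was fitted per gene (lmFit and eBayes) and p-values were adjusted by Benjamini-Hochberg over the 3045 genes with a test. Genes on 1 array, which were 10, share the spread estimated from the other genes, and none of them was called. Calls needed an adjusted p under 0.05 and a fold change of at least 1.5. Confidence intervals are at 95%. The p-values measure the spread between these 3 arrays.

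The signal was high: the median signal over local background was 46.8 for the control and 26.5 for GA on replicate 1, 35.5 and 50.4 on replicate 2 and 24.7 and 39.7 on replicate 3, and between 96.5% and 99.2% of gene spots were well above background per channel. No spot was saturated. The SD of the log2 ratios over genes was 0.45, 0.48 and 0.52. The procedure was tested on simulated data with 50 genes changed at each fold among 3045. Without a dye component it called 48% of the genes changed 1.5-fold and 100% of those changed 2-fold or more. The dye component was given the size of the difference between replicate 1 and the other arrays, which may also hold a difference between cultures. With it, 4%, 60%, 98% and 100% of the genes changed 1.5-fold, 2-fold, 4-fold and 8-fold were called. No unchanged gene was called in either simulation.

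Gene names were taken from the paper's tables, because the array files give locus tags only and 0 of the tags matched the reference table of gene names, which is of another strain. As a consequence, 27 lists of genes set before the data were examined could be filled only with genes of the paper's tables: 10 had no member that could be named, 7 with at least 3 members were tested by limma's camera (preset correlation 0.01, with the correlation estimated from residuals and limma's fry as alternatives, all over genes with a value on all 3 arrays) and the others are given as values of their members. Most members were reported by the study from these arrays. The genes named in the text are every gene of the paper's Table S1 with a value at 15 mM GA, every gene of its Table S3 (their published values had been seen), the 10 genes with the largest rise and the 10 with the largest fall among those called and changed the same way on all 3 arrays, and from each list up to 2 members with the largest rise and 2 with the largest fall among those called, or the 2 with the lowest p where none was called. This gave 49 genes. Internal control genes, genes that the paper lists at 1.5 mM GA and genes numbered near the core set were named after their values were seen.

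Array and RT-qPCR log2 ratios were compared across the genes of Table S3 with Pearson's r and Spearman's rho and a two-sided permutation test. Alternatives set before the data were examined covered the background correction (none, offsets of 0 and 10, the extraction software's processed signals), the pixel statistic, the normalization within and between arrays, a filter on dim probes, a dye term, unpaired channels, the summary over probes, the authors' deposited table, the thresholds, the set test and leaving out each replicate. Keeping the marked spots, quantile normalization between arrays and the mean over spots with an FDR up to 0.05 in the authors' deposited table were added after the data were seen. Figures were drawn with matplotlib 3.10.9.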

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

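The tests reported here were chosen after the results they bear on had been seen, except those of brightness and of base composition on the genes numbered from *rplB* to *rpsK*.

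A signal outside the genes that the paper discusses was that of *lp_2531*, which the sources used here do not name. It fell by 1.08 on the log2 scale (-1.08, SD 0.05, n = 3, limma adjusted p = 0.0309), a level 2.11-fold lower, and was lower on 3 of 3 arrays. Its 3 probes had log2 ratios of -1.01, -0.82 and -1.29 on replicate 1. On replicate 2 they had -0.47, -1.91 and -0.81, and on replicate 3 -0.51, -2.04 and -0.85. The probes thus shifted in opposite directions between replicate 1 and the others, which the small SD of *lp_2531* does not show. Its adjusted p ranged from 0.000104 to 0.401 over the alternatives: it was 0.148 without replicate 2, 0.401 without replicate 3 and 0.0699 with the median over probes.

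When the sign of arrays was turned, 1 of the 4 assignments, the real one, gave 11 genes higher and 8 lower, and the highest count of the others was 0 in either direction. With 4 assignments the share cannot fall under 0.05. At an unadjusted p under 0.05 and a fold change of at least 1.5, the assignment with replicate 1 turned gave 178 genes against 127 in the real one, which points to a structure that sets replicate 1 apart.

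Outside the genes of Table S1, the log2 ratios of replicate 1 ran against those of replicates 2 and 3 (Pearson's r across 2959 genes of -0.25 and -0.24), while the latter followed each other (0.90). If a difference between the cultures of the arrays were the whole cause, probes of a gene would differ no more in the difference between replicate 1 and the others than in their mean (both scaled so that independent noise gives a variance ratio of 1), but the variance between probes was 3.99 times as large (95% bootstrap interval 3.72 to 4.26, 2661 genes). Base composition explained 4.60% of the variance of that difference over 7723 probes, which argues against it as the main cause. Brightness explained 2.46%, but loess had already removed the trend of the ratios with brightness on each array. That share therefore cannot decide whether brightness was a cause. A dye effect that is particular to each probe is a candidate explanation in line with the ratio of 3.99, but it was not tested apart from that ratio. A share of the cultures stays open, since replicate 1 is the only array in its dye orientation.

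The 23 genes measured from *lp_1036* (*rplB*) to *lp_1061* (*rpsK*) had a median log2 ratio of 0.11 on replicate 1 and of -1.26 and -1.03 on replicates 2 and 3; limma called none of them (lowest adjusted p 0.215, 9 lower at an unadjusted p under 0.05), and without replicate 1 it called 22 lower. Base composition of the probes predicted -0.996% of the difference between replicate 1 and the others (95% interval -5.81 to 3.22), which argues against it. Genes of like brightness outside the stretch showed 29.6% of it (17.8 to 41.4), so that brightness stays open for part of it. Single aberrant probes are argued against, since 86.6% of the 67 probes had replicate 1 above the others and the median over probes left 109% of the difference (68.8 to 138, 21 genes with 3 probes). A dye effect of equal size in both orientations cancels with a dye term, where the median was still -0.56 (-0.60 to -0.47 over genes). That interval resamples neighbouring genes of the same arrays and holds no error of replicate 1, the only array in its orientation. It therefore cannot decide whether such a dye effect is the whole cause. Repression by GA, the biological explanation, stays open and cannot be told apart from a difference between the cultures of replicate 1 and those of the other arrays. For *rplB*, 1 gene of the stretch, the paper's RT-qPCR log2 ratio was -0.67, against -0.77 on the arrays.

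For 3 genes of Table S1, 1 of 3 probes stood apart. With the marked spots kept, its log2 ratio was -1.95 for *lp_2229* (other probes 0.02 and 0.49), -1.43 for *atpC* (-0.09 and 0.29) and 1.55 for *lp_1590* (0.01 and 0.20), and it had been left out on 3 arrays for *lp_2229* and on 2 for *atpC*. Dim probes are argued against for *lp_2229* and *atpC*, where 100% of the readings of the other probes were well above background. For *lp_1590* the share was 44.4%, which is consistent with dim probes that could not register a change. No biological explanation was tested.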

How the results depend on the processing

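Alternatives that kept marked spots, normalized between arrays by quantiles or averaged spots with an FDR up to 0.05 in the authors' deposited table were chosen after the data were seen. The others were set before. The fit as reported left marked spots out, a step that was also outside the design written before the data were examined. For the changes listed, the cause was not tested. Under no alternative did the median log2 ratio of all genes leave the range of -0.07 to 0.00. The main counts were 11 genes higher and 8 lower, and both were within 1.5 times of these without background correction, with offsets of 0 and 10, median pixel signals, median centring, Aquantile normalization, scaling, the filter on dim probes, the median over probes, no fold threshold and a 2-fold threshold. Counts over 1.5 times apart from these were, for genes lower, 14 with the extraction software's processed signals (with 12 higher), 16 with quantile normalization (11 higher), 13 with marked spots kept, 19 in the authors' deposited table, 24 over its spots with an FDR up to 0.05, 5 at a log2 ratio of 1.5, 3 with limma's treat test and 23 at an unadjusted p and 2-fold. In both directions they were 29 higher and 77 lower with a dye term, 38 and 89 at an unadjusted p and 1.5-fold, and 119 and 239 by the methods' rule over probes. Without the replicate block, that is with the channels of an array unpaired, 16 genes were higher and 18 lower; 11 and 7 of the genes called in the paired fit were among them. Leaving out 1 replicate gave 6 to 159 genes higher and 3 to 271 lower, the largest counts without replicate 1 and the smallest without replicate 3; of the 19 genes called, 19 remained without replicate 1, 16 without replicate 2 and 9 without replicate 3. In the last 2 counts *lp_2940* rests on 1 array, assumed to vary like the other genes, and they are 15 and 8 without it. With 2 arrays left the spread rests on fewer values. With a dye term *lp_2940*, which has no value on replicate 1, could not be tested, and 10 and 8 of the genes called were among those it called. In that fit replicate 1 is alone in its orientation and is assumed to vary like replicates 2 and 3, and without replicate 1 a dye effect is not separated from that of GA.

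The direction turned for 4 of the 49 named genes, none of them called in the fit as reported. All 49 were on the same side of the threshold with median pixel signals, Aquantile normalization and the filter on dim probes. For *lp_2229* the log2 ratio was -0.56 in the authors' deposited table, -0.48 with marked spots kept and -2.05 over spots with an FDR up to 0.05, while without replicate 1 it was called higher, at 0.70. For *atpC* it was -0.22 with a dye term, -0.50 in the authors' deposited table, -0.41 with marked spots kept, -1.46 by the methods' rule, -1.53 over spots with an FDR up to 0.05 and between -0.31 and 0.78 without 1 replicate, the latter called higher, without replicate 1. That call of *atpC* rests on 1 of its 3 probes. For *lp_2229* the rise without replicate 1 comes from 1 of its 3 probes as well. Without 1 replicate *rpoD* lay between -0.023 and 0.41 and *ldhD* between -0.14 and 0.072.

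With an estimated correlation, camera's adjusted p was 0.0771 for the core set, the GlnR and Lp_2742 regulons, the pentose and ribose genes and the ABC transporters, and 0.199 for the transcription regulators. The estimate was below the preset 0.01 for the ABC transporters (-0.14), the pentose and ribose genes (-0.058) and the regulators (-0.0032). For these lists, correlation between genes therefore does not account for the higher p. The regulators, called in camera as reported, were also above 0.05 with scaling between arrays (0.0764), a dye term (0.115) and the median over probes (0.0550), and ranged from 0.00181 to 0.277 without 1 replicate. Amino sugar genes, not called in camera, had 0.00396 in fry, which does not compare them with other genes, and 0.0253 to 0.277 without 1 replicate. Array and RT-qPCR ratios stayed correlated under every alternative run, with r from 0.979 to 0.997. Signal over background was 24.7 or more in every channel, so that dim spots limited few genes.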

Differences from the paper's values

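For *lp_1590* the paper's fold change at 15 mM GA is 2.70 and the value here was 1.50. With only probes well above background, and with the methods' rule over probes, the value falls within the paper's; under the other 15 alternatives set before the data were examined it does not.

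For *lp_2229* the paper's fold change is -4.13 and the value here was 1.38. None of the 16 alternatives set before the data were examined gave a value within the paper's, the authors' deposited table averaged over all spots included. The mean over its spots with an FDR up to 0.05, a rule chosen after seeing the values, gave -4.13 and drops 1 of the 40 genes of Table S1, *glnR*.

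For *atpC* the paper's fold change is -2.90 and the value here was 1.08. Of the alternatives set before the data were examined, the methods' rule gave -2.74. The authors' deposited table gave -1.42, which has the paper's sign and is apart from it by more than 1.5 times, but on the log2 scale by less than the SD between the arrays here (1.17). Under the other 15 the value was above the control or further from the paper's.

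For *ldhD* the paper's array log2 ratio in Table S3 is -1.15 and the value here was -0.069, which is 1.05-fold lower if read as a fold change. Table S3 labels the column as log2 ratios. Read as a signed fold change, the paper's value would be a log2 ratio of -0.20, which is 0.13 from the value here, less than its SD of 0.25. Read as a log2 ratio, none of the 16 alternatives closed the gap, and they ranged from -0.17 to 0.07. The paper's note to that table sets *ldhD* apart as a constitutive gene.

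The paper counts 25 downregulated genes at 15 mM GA and 8 were called lower here, at an adjusted p under 0.05 and a fold change of at least 1.5; the paper states an unadjusted p, an FDR and either a fold change or a log2 ratio of 1.5 as thresholds. Of 23 alternatives set before the data were examined, 3 came within 1.5 times of the paper's count: 18 genes with the channels unpaired, 19 in the authors' deposited table and 23 at an unadjusted p and a fold change of at least 2. The mean over spots with an FDR up to 0.05 in the authors' deposited table, chosen after seeing the values, gave 24. Of the 40 genes of Table S1, 18 were called here, 36 with a dye term, 38 without replicate 1, 39 by the methods' rule over probes and 39 by that added rule, and at an unadjusted p they were 37 with a fold change of at least 1.5 and 27 with one of at least 2. The other alternatives in which genes of Table S1 not called here were called gave 19 (offset of 0 and offset of 10), 25 (processed signals), 20 (median centring), 21 (scaling), 27 (channels unpaired), 18 (median over probes), 27 (the authors' deposited table), 18 (without replicate 2), 23 (marked spots kept) and 25 (quantile normalization).

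The paper's intercept of RT-qPCR on array ratios is 0.107 and the value here was -0.10 (-0.0958). Only the sign was compared, since no error of the intercept was computed. It was above 0, as in the paper, only without replicate 1, at 0.0141, which is still below the paper's value. Under the other 16 alternatives it was below 0. The regression of array on RT-qPCR ratios, the other direction, had an intercept of 0.114 here. Over both of the paper's own columns of Table S3, the regression of RT-qPCR on array ratios gave 0.105, and -0.054 without *ldhD*.

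Over all 40 genes of Table S1, 37 fold changes were within 1.5 times of the paper's with the same sign, and 28 were smaller here. In its text the paper describes no evident repression of genes of ribosomal proteins, while its Table S1 lists *rpsK* as lower; here *rpsK* had a log2 ratio of -0.86 and was not called.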

Other observations

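The test on genes near the core set was chosen before its result was seen, while its genes were added to those named in the text afterwards. Genes that the paper lists for 1.5 mM GA only, whose own arrays were not analysed here, were looked up at 15 mM GA after the results were known. The membrane protein gene *lp_2949*, which lies between *lpdC* and the tannase gene by its locus tag, had a log2 ratio of 0.94 (SD 0.42, n = 3, limma adjusted p = 0.201) and was higher on 3 of 3 arrays. The dihydroorotase gene *lp_0250* was at -0.04 (SD 0.33, adjusted p = 0.919), the D-serine dehydratase gene *dsdA* at -0.45 (SD 0.70, adjusted p = 0.545) and the oxidoreductase gene *lp_3012* at -0.22 (SD 0.31, adjusted p = 0.580).

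The hypothesis was tested that genes numbered between *lp_2940* and *lp_2956* outside the paper's tables share the rise of the core set at 15 mM GA. The 4 such genes measured had a median log2 ratio of 0.68, at the 99.9th percentile of 2983 windows of as many consecutive tags, whose 95th percentile was 0.24. The median was 0.66 on replicate 1, 0.68 on replicate 2 and 0.69 on replicate 3, and 0.67 with a dye term. The highest was *lp_2948*, at 1.02 (adjusted p = 0.0747); *lp_2942*, next to *lp_2943*, was at -0.42 (adjusted p = 0.364), and limma called none of the 4, while 3 were higher and 1 was lower at an unadjusted p under 0.05. The percentile is consistent with a shared rise that is weaker than that of the core set, and it does not separate transcription that runs on from neighbouring genes from a response of these genes themselves.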
